# NR4A family members regulate T cell tolerance to preserve immune homeostasis and suppress autoimmunity

**DOI:** 10.1172/jci.insight.151005

**Published:** 2021-09-08

**Authors:** Ryosuke Hiwa, Hailyn V. Nielsen, James L. Mueller, Ravi Mandla, Julie Zikherman

**Keywords:** Autoimmunity, Immunology, Autoimmune diseases, T cell development, Tolerance

## Abstract

The NR4A family of orphan nuclear receptors (*Nr4a1*–*3*) plays redundant roles to establish and maintain Treg identity; deletion of multiple family members in the thymus results in Treg deficiency and a severe inflammatory disease. Consequently, it has been challenging to unmask redundant functions of the NR4A family in other immune cells. Here we use a competitive bone marrow chimera strategy, coupled with conditional genetic tools, to rescue Treg homeostasis and unmask such functions. Unexpectedly, chimeras harboring *Nr4a1^–/–^ Nr4a3^–/–^* (double-knockout, DKO) bone marrow developed autoantibodies and a systemic inflammatory disease despite a replete Treg compartment of largely WT origin. This disease differs qualitatively from that seen with Treg deficiency and is B cell extrinsic. Negative selection of DKO thymocytes is profoundly impaired in a cell-intrinsic manner. Consistent with escape of self-reactive T cells into the periphery, DKO T cells with functional, phenotypic, and transcriptional features of anergy accumulated in chimeric mice. Nevertheless, we observed upregulation of genes encoding inflammatory mediators in anergic DKO T cells, and DKO T cells exhibited enhanced capacity for IL-2 production. These studies reveal cell-intrinsic roles for the NR4A family in both central and peripheral T cell tolerance and demonstrate that each is essential to preserve immune homeostasis.

## Introduction

Since the initial discovery of regulatory T cells (Tregs) and their recognition as a distinct T cell lineage dependent upon the transcription factor FOXP3, it has been shown that they are essential for immune homeostasis and tolerance to self (1). Indeed, *Foxp3*-deficient mice and mice with a loss-of-function mutation in *Foxp3* (Scurfy) rapidly develop an autoimmune disease characterized by cytokine storm, immune cell proliferation and infiltration, autoantibody production, and death typically by 4 weeks of age (1–4). Conversely, reintroducing Tregs is sufficient to prevent this disease (2). However, extensive *cell-intrinsic* mechanisms that operate in other immune cell lineages are also essential to maintain tolerance to self, including processes such as deletion and hyporesponsiveness of self-reactive lymphocytes (termed anergy; ref. 5).

Prior work has implicated a small family of orphan nuclear hormone receptors (encoded by *Nr4a1*–*3*) in several of these processes. Most notably, NR4A family members play redundant roles upstream of *Foxp3* to maintain Treg identity and function; deletion of multiple family members in the thymus results in profound Treg deficiency and a severe “Scurfy-like” disease that phenocopies *Foxp3*-deficient mice (6, 7). Therefore, it has been difficult to isolate redundant functions of this family in other immune cell populations. Yet this remains an important area to explore since the NR4A family are widely expressed and thought to be druggable targets that may facilitate manipulation of immune cell function in autoimmune disease, tumor immunotherapy, and hematologic malignancies (8–11).

*Nr4a1*–*3* (encoding NUR77, NURR1, and NOR-1, respectively) are rapidly upregulated in response to mitogenic stimuli, including antigen receptor ligation, and thought to function as constitutively active transcription factors without a confirmed endogenous ligand (12). As a result, these family members are upregulated in T and B cells after acute antigen encounter, in Tregs in the steady state, in thymocytes undergoing negative selection, and in self-reactive, anergic, or exhausted lymphocytes in response to chronic antigen stimulation (6, 9, 13–19). Indeed, the NR4A family has been argued to play a tolerogenic role in all these contexts. The NR4A family selectively restrains the survival and expansion of B cells that encounter antigen (signal 1) in the absence of costimulation (signal 2; refs. 15, 20). Similarly, overexpression of *Nr4a1* or *Nr4a3* mediates antigen-induced cell death in the thymus, while a dominant-negative transgenic (Tg) construct has the opposite effect (13, 21, 22). However, *Nr4a1^–/–^* mice exhibit extremely subtle defects in thymic negative selection (23, 24), suggesting possible redundancy among the family members. *Nr4a1* and *Nr4a3* also play nonredundant roles in peripheral conventional T cells (Tconv): most notable among these are roles for *Nr4a1* in CD4^+^ T cell anergy (17) and an additive role for all 3 family members in CD8^+^ T cell exhaustion (9). Finally, it has been argued that *Nr4a1* and *Nr4a3* redundantly maintain myeloid homeostasis since, in their absence, a myeloproliferative disease is observed (25). However, unmasking redundancy between NR4A family members in many of these contexts has been hampered by profound immune dysregulation that develops in the absence of functional Tregs.

We sought to bypass this obstacle by generating competitive bone marrow (BM) chimeras harboring both wild-type (WT) cells (that could reconstitute a functional Treg compartment) and double-knockout (DKO) cells (lacking both *Nr4a1* and *Nr4a3*) to isolate cell-intrinsic immune functions for the NR4A family. Unexpectedly, mixed chimeras harboring both WT and DKO BM rapidly developed antinuclear autoantibodies (ANAs) and a systemic inflammatory disease, despite a replete Treg compartment of largely WT origin. The disease that developed in BM chimeras was B cell extrinsic and qualitatively different from that in germline DKO mice. We found that negative selection of DKO thymocytes in competitive chimeras was profoundly impaired in a cell-autonomous manner. DKO Tconv cells with phenotypic, functional, and transcriptional features of antigen experience and anergy accumulate in these chimeras, suggesting escape of self-reactive T cells into the periphery. However, self-reactive DKO CD4^+^ Tconv cells nevertheless exhibited expression of inflammatory mediators and exaggerated capacity for IL-2 production, suggesting that anergy was defective. Our findings unmask essential, redundant roles for the NR4A family in central and peripheral T cell tolerance to maintain immune homeostasis.

## Results

### Systemic immune dysregulation in mice with germline deficiency of Nr4a1 and Nr4a3.

*Nr4a1*, -*2*, and -*3* are expressed in thymocytes, Tregs, and peripheral T cells, but *Nr4a2*’s expression is minimal under steady-state conditions (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.151005DS1; created using data from ImmGen database, https://www.immgen.org). To unmask redundant functions of the NR4A family, we generated mice lacking germline expression of both *Nr4a1* and *Nr4a3*. We used *Nr4a1^fl/fl^* mice to generate *Nr4a1*-deficient mice with germline excision of the *loxp*-flanked locus and bred this with a CRISPR-generated *Nr4a3^–/–^* line that we recently described (20). An independently generated line of *Nr4a1^–/–^* mice in widespread use has been reported to express a truncated NUR77 protein encoded by exon 2 of *Nr4a1* (23, 26). Our generated *Nr4a1^–/–^ Nr4a3^–/–^* mice (germline DKO, denoted as gDKO herein) do not express exon 2 of *Nr4a1* consistent with the prior analysis of *Nr4a1^fl/fl^* mice (26).

gDKO mice were born at Mendelian ratios but exhibited severe runting (Figure 1A) and invariably died before 4 weeks of age, consistent with observed mortality in an independent gDKO line generated with distinct *Nr4a1*- and *Nr4a3*-null alleles (25). As previously reported for CD4-cre *Nr4a^fl/fl^* *Nr4a3^–/–^* mice (6), our gDKO mice exhibited near-complete loss of FOXP3^+^ Tregs in both thymus and periphery (Figure 1, B–D). gDKO mice also exhibited severe thymic atrophy, but loss of peripheral Tregs was disproportionate relative to a more modest reduction of total splenocytes (Supplemental Figure 1, B and C). Concurrently, we observed expansion of a unique population of CD4^+^CD25^+^FOXP3^–^ T cells in the thymus and the periphery that may represent cells that have either lost or failed to upregulate expression of FOXP3, as described elsewhere (Figure 1B; Supplemental Figure 1, D–G; and refs. 6, 27, 28). Importantly, and consistent with prior reports, neither *Nr4a1^–/–^* nor *Nr4a3^–/–^* single-knockout (SKO) mice exhibited Treg loss, expansion of this unique cell population, or frank disease (Figure 1, B–D; Supplemental Figure 1, B–G; and ref. 6).

### Cell-intrinsic Treg defect in the absence of Nr4a1 and Nr4a3.

Systemic inflammatory disease and associated thymic atrophy preclude the study of thymic development and mature Tconv cells in gDKO mice (Supplemental Figure 1B). Similar mortality observed in both germline (25) and CD4-cre conditional mouse lines (6) suggested that disease in gDKO animals might be due to Treg deficiency in both settings. We reasoned that restoring functional Tregs could unmask cell-intrinsic functions of NR4A family in other immune cell populations. To do so, we generated competitive chimeras to allow WT donor BM to reconstitute a functional Treg compartment. Equal proportions of congenically marked donor BM from CD45.2 gDKO and CD45.1/2 WT mice were transplanted into lethally irradiated CD45.1 BoyJ recipients (Figure 1F). In parallel, we generated control chimeras in which CD45.1 hosts were reconstituted with a mixture of CD45.2 WT and CD45.1/2 WT BM (Figure 1E). In addition, we generated mixed chimeras with a low proportion of gDKO donor BM (1:5 ratio) to further ensure development of a WT Treg compartment (Figure 1G). We assessed reconstitution and immune phenotypes of chimeras at sequential points between 6 and 14 weeks posttransplant.

Consistent with studies of CD4-cre chimeras, we observed a profound cell-intrinsic disadvantage for DKO Tregs in the thymus and spleen when compared with CD4SP thymocytes (Figure 1, H–O, and ref. 6). Similar results were attained with DKO:WT 1:5 chimera (Figure 1, P and Q; and Supplemental Figure 1, H–K). FOXP3 and CD25 expression in DKO Tregs was reduced (Supplemental Figure 1, L–O), consistent with a role for the NR4A family in “maintenance” of Treg identity (18). Most importantly, the Treg compartment was restored, and Treg number was comparable between DKO:WT chimera and WT:WT chimera (Figure 1, J and M; and Supplemental Figure 1, J and K). We also confirmed Tregs were largely reconstituted from WT donors in DKO:WT 1:5 chimeras (Figure 1, P and Q). This allowed us to explore the cell-intrinsic roles of the NR4A family in other immune cell types.

### Thymic atrophy is partially rescued in competitive chimeras.

gDKO mice exhibited severe thymic atrophy with marked reduction of all thymocyte subsets and disproportionate loss of double-positive (DP) thymocytes (Figure 2, A and B). We postulated that this might be an indirect consequence of Treg deficiency and systemic inflammation in gDKO mice, since DP thymocytes are sensitive to glucocorticoid-induced apoptosis (29). Indeed, profound thymic atrophy was partially rescued in DKO:WT 1:1 chimeras and fully rescued in DKO:WT 1:5 chimeras within the first 6 weeks of reconstitution (Supplemental Figure 2A). However, progressive thymic atrophy was observed over time in DKO:WT chimeras (relative to WT:WT control chimera). This led us to focus on early time points to isolate cell-intrinsic roles for the NR4A family during thymic development (6 weeks posttransplant).

### NR4A expression is dispensable for thymic β-selection.

We previously showed, using a fluorescent reporter of *Nr4a1* transcription (NUR77-eGFP), that GFP is upregulated at the β-selection checkpoint during thymic development, suggesting *Nr4a1* and family members might play a functional role here (14). Immature double-negative (DN) thymocytes (lacking both CD4 and CD8 expression) recombine the TCRβ chain, which pairs with pre-TCRα to signal in an antigen-independent manner at the “β-selection” checkpoint (30). This occurs during the DN3 stage of development; preselection DN3a thymocytes are CD25^hi^CD44^lo^ and FSC^lo^, while DN3b thymocytes that have traversed this checkpoint successfully express the same surface markers but are larger (FSC^hi^; ref. 31 and Supplemental Figure 2B). We probed β-selection in both 1:1 and 1:5 DKO:WT competitive chimeras but identified no advantage for either DKO or WT CD45.2 cells relative to competitor CD45.1/2 WT cells (Figure 2C).

### DKO thymocytes have a profound cell-intrinsic defect in negative selection.

Studies of 2 independent NUR77-eGFP reporter lines as well as transcriptional analysis have shown that *Nr4a* genes are upregulated at the positive selection checkpoint and are especially enriched among thymocytes undergoing negative selection (14, 18, 32). Overexpression of full-length and truncated dominant-negative constructs suggested that NUR77 and NOR-1 redundantly mediate thymic negative selection (13, 22, 33, 34), yet *Nr4a1^–/–^* mice exhibit only subtle defects (23, 24). We reasoned that DKO:WT competitive chimeras could unmask cell-intrinsic, redundant functions of the NR4A family during thymic selection. Indeed, we observed a striking advantage for DKO cells in CD4SP and CD8SP subsets relative to DP in 1:1 and 1:5 chimeras but not at an earlier stage (Figure 2, D and E), suggesting enhanced positive selection or impaired negative selection. However, we saw no advantage for DKO cells in postselection DP thymocytes relative to preselection DP thymocytes, arguing against a role during positive selection (Supplemental Figure 2, C and D).

To test the hypothesis that DKO thymocytes escape negative selection, we assessed antigen-induced apoptosis by detection of activated Caspase 3 (aCasp3) in thymocytes from chimeras. We observed reduced aCasp3^+^ DKO relative to WT thymocytes after in vitro TCR stimulation (Figure 2, F, G, I, and J). By contrast, we saw no difference between donors in control WT:WT chimeras (Figure 2, H and K). Notably, we also saw no significant difference in aCasp3 expression in SKO thymocytes relative to cocultured WT (Supplemental Figure 2, E and F). Moreover, mixed chimeras generated with *Nr4a1^–/–^* or *Nr4a3^–/–^* SKO mice revealed only a small competitive advantage for CD8SP cells, suggesting a largely redundant role for these family members during negative selection that is only unmasked when both family members are lost (ref. 35 and Supplemental Figure 2G). We conclude that DKO thymocytes escape negative selection and show for the first time to our knowledge that this is a profound effect in a physiological context, independent of either a TCR-Tg or NR4A misexpression.

### Myeloproliferative disorder in DKO mice is a non–cell-autonomous effect of NR4A deficiency.

Previous studies report that a severe myeloproliferative disorder develops in the first weeks of life in independently generated gDKO mice (25). This was not seen in SKO animals lacking 1 *Nr4a* family member, although mice lacking 3 out of 4 *Nr4a* alleles (i.e., *Nr4a1^+/–^ Nr4a3^–/–^* or *Nr4a1^–/–^ Nr4a3^+/–^*) did eventually succumb to a similar disease at much later points (36). Consistent with this, we observed profound expansion of SSC^hi^ cells infiltrating all hematopoietic tissues and lymphoid organs in gDKO mice; this not only included BM and spleen (Supplemental Figure 3) but also was especially pronounced in lymph nodes and thymus (Figure 3, A–D). These SSC^hi^ cells are CD11b^+^ but largely Gr1^–^. Since Treg-deficient animal models like Scurfy and *Foxp3*-deficient mice similarly exhibit myeloid expansion (2, 3, 37), we hypothesized that the myeloproliferative disorder observed in gDKO animals was due to Treg deficiency. Consistent with this possibility, myeloid expansion is observed in CD4-cre *Nr4a1^fl/fl^ Nr4a3^–/–^* mice but not in mixed chimeras generated with WT donor BM (6). Resolving this question with gDKO cells has important implications since the NR4A family may represent important drug targets in myeloid leukemic diseases (8, 25, 36). Indeed, in our DKO:WT chimeras, myeloid expansion was suppressed (even after 12 weeks of reconstitution), and DKO cells exhibited no competitive advantage in these compartments (Figure 3, A–I; and Supplemental Figure 3, A, B, D, and E). We did observe a minor infiltration of SSC^hi^CD11b^+^ cells into the thymus of 1:1 DKO:WT but not WT:WT chimeras, and here as well the effect of *Nr4a* deficiency was cell extrinsic (Figure 3, D, H, and I). Taken together, these data support our hypothesis that the myeloproliferative disorder observed in gDKO animals is due to a non–cell-autonomous impact of *Nr4a* deletion.

### Abnormal B cell homeostasis in DKO mice is a non–cell-autonomous effect of NR4A deficiency.

Like other Treg-deficient models, gDKO mice exhibit spontaneous polyclonal B cell activation and differentiation under steady-state conditions (Figure 4, A and B; and Supplemental Figure 4, A–F). We recently identified a cell-intrinsic role for the NR4A family in restraining antigen-induced B cell expansion in the absence of costimulation, including in the context of B cell tolerance (15, 20). We therefore sought to determine to what extent spontaneous B cell activation and differentiation in gDKO mice (under homeostatic conditions) were attributable to a B cell–intrinsic role for the NR4A family.

Chimeras did not reveal a competitive advantage or disadvantage for DKO cells during splenic B cell development apart from a subtle disadvantage in the marginal zone compartment (Supplemental Figure 4G and ref. 20). B cells in 1:1 DKO:WT chimeras expressed higher levels of activation markers than B cells in WT:WT chimeras (Figure 4C and Supplemental Figure 4, H and I). However, this did not differ between donor genotypes within individual chimeras, suggesting a B cell–extrinsic effect of NR4A deficiency. We observed expansion of germinal center (GC) B cells and CD138^+^ cells in DKO:WT chimeras relative to WT:WT control chimeras, but this was similarly B cell extrinsic (Figure 4, D–I). Indeed, no expansion of the GC or CD138^+^ compartment was evident under steady-state conditions in mice lacking *Nr4a1/3* exclusively in the B cell compartment (mb1-cre *Nr4a1^fl/fl^ Nr4a3^–/–^*), even when aged to 40 weeks (Figure 4, J–M). Nor could we detect an advantage for mb1-cre DKO B cells in a competitive setting (Supplemental Figure 4, J–L). We conclude that there is evidence of a spontaneous polyclonal B cell activation and differentiation in gDKO chimeras, but it is a non–B cell–autonomous effect of NR4A deficiency.

### Reconstitution of WT Tregs in competitive chimeras does not rescue DKO CD8^+^ T cell homeostasis.

Progressive thymic atrophy (Supplemental Figure 2A) and spontaneous B activation and differentiation in DKO:WT chimeras (Figure 4) suggested the development of a systemic autoimmune and inflammatory state despite replete and largely WT Treg compartment. We next probed the mature T cell compartment to understand the source of this immune dysregulation. gDKO mice exhibited an expanded effector memory compartment and nearly complete loss of naive CD8^+^ T cells (Figure 5, A and B; and Supplemental Figure 5, A and B). However, despite reconstitution of a replete Treg compartment of WT origin (Figure 1M), DKO:WT chimeras nevertheless exhibited marked accumulation of CD44^hi^CD8^+^ T cells relative to WT:WT control chimeras (Figure 5, C and D), and moreover, DKO T cells accumulated in this compartment (Figure 5E). In addition, these CD44^hi^CD8^+^ DKO T cells upregulated programmed cell death 1 (PD-1) expression, suggesting an exhausted state (Supplemental Figure 5, C and D). These observations reveal a T cell–intrinsic role for the NR4A family in CD8^+^ T cell homeostasis.

### Abnormal DKO CD8^+^ T cell homeostasis in competitive chimeras is due to a cell-intrinsic role for Nr4a1 and Nr4a3 during thymic development.

To test whether abnormal DKO CD8^+^ T cell homeostasis reflects a requirement for the NR4A family during thymic selection or exclusively in the periphery, we took advantage of a CD8-cre construct driven by the E8I enhancer that expresses specifically in mature CD8SP and peripheral CD8^+^ T cells to generate CD8-cre *Nr4a1^fl/fl^ Nr4a3^–/–^* mice (CD8-cre cDKO; ref. 38 and Figure 5, F and G). We can confirm that this cre is not active until after thymic DP stage and positive selection checkpoint are traversed because NUR77 expression in the mature CD4 lineage of CD8-cre cDKO mice was intact (Figure 5, F and G). Since accumulation of CD44^hi^CD8^+^ T cells was not observed in CD8-cre cDKO mice (Figure 5H and Supplemental Figure 5E), we conclude that this phenotype must be attributable to a role for the NR4A family earlier in development and likely reflects escape of self-reactive CD8^+^ T cells into the periphery due to impaired negative selection.

### Cell-intrinsic accumulation of CD4^+^ DKO T cells with anergic phenotype in competitive chimeras.

gDKO mice exhibited an expanded CD4^+^ T cell effector memory compartment that was not evident in DKO:WT chimeras (Figure 6, A–C). However, CD4^+^ T cell homeostasis is not restored in these chimeras; rather DKO CD4^+^ T cells accumulate in the CD44^hi^ (memory) compartment and upregulate well-established markers of anergy (CD73 and FR4) in a cell-intrinsic manner (Figure 6, D–G, and ref. 39). Similarly, expansion of anergic CD4^+^ T cells was exaggerated in 1:1 DKO:WT chimeras relative to both control chimeras and SKO mice (Supplemental Figure 6, A–H). Moreover, even phenotypically “naive” DKO CD44^lo^CD62L^hi^ CD4^+^ T cells in mixed chimeras upregulated CD73 and FR4, suggestive of antigen encounter (Figure 6, D and E; Supplemental Figure 6, A, C, and F; and ref. 19). Taken together, these data are consistent with escape of self-reactive DKO CD4^+^ T cells from negative selection in the thymus (Figure 2) and acquisition of an anergic phenotype in the periphery.

### Impaired TCR signaling in anergic DKO T cells from competitive chimeras.

Canonical functional features of anergic T cells include defective proximal TCR signal transduction and impaired IL-2 production (40, 41). Therefore, we next assessed TCR-induced Erk phosphorylation in T cells from DKO chimeras via a well-established flow-based assay. Since anergic surface markers were largely preserved after TCR stimulation and methanol permeabilization, we could gate cells according to CD73 and FR4 expression and on this basis defined cells as nonanergic, intermediate anergic, or anergic (Supplemental Figure 7A). Consistent with this surface phenotype, we observed progressively impaired TCR-induced Erk phosphorylation of WT memory CD4^+^ T cells across these populations (Figure 7, A and B). Within each gate, DKO CD4^+^ T cells were even more refractory to TCR stimulation than WT cells from the same chimera. Strikingly, unlike cells of WT origin, naive anergic DKO T cells were as refractory as memory anergic T cells. These data suggest that DKO CD4^+^ T cells not only upregulated markers of anergy (Figure 6) but also acquired functional features of anergy and did so to an even greater extent than WT.

Since we observed the accumulation of DKO CD44^hi^CD8^+^ T cells with increased PD-1 expression in DKO:WT chimeras (Figure 5 and Supplemental Figure 5, C and D), we utilized the same approach to assess functional characteristics of DKO CD8^+^ T cells. We found that DKO CD44^hi^CD8^+^ T cells exhibited impaired Erk phosphorylation relative to WT cells within the same chimera (Supplemental Figure 7, B–D).

Of note, Erk phosphorylation downstream of phorbol myristate acetate (PMA) stimulation was intact in both genotypes across all gated populations, suggesting a proximal rather than distal defect in TCR signaling among “tolerant” T cells (Figure 7A and Supplemental Figure 7C). Importantly, TCR-induced Erk phosphorylation was robust in naive/nonanergic DKO T cells (Figure 7, A and B; and Supplemental Figure 7, C and D), implying that defective signal transduction was an acquired feature of tolerant T cells. Collectively, these data suggest that self-reactive DKO T cells escape negative selection and acquire both phenotypic and functional features of antigen experience.

### Upregulation of anergy-associated genes in DKO CD4^+^ T cells.

To define the transcriptome of anergic DKO CD4^+^ T cells using an unbiased approach, we undertook RNA sequencing of DKO and WT cells sorted from 1:5 chimeras. 

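RNA was sequenced from 18 libraries of CD4+CD25- T cells. They came from 3 chimeras, numbered 10, 11 and 12 in the labels, whose BoyJ hosts had received DKO and WT marrow at 1:5. Each chimera gave 1 library of DKO and 1 of WT cells from the anergic gate, from the naive gate ex vivo and from the naive gate after stimulation, so that each of the 6 groups holds 3 libraries.

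RNA of 2000 sorted cells was amplified by SMART-seq. The paper gives paired-end reads of 100 bp, and the labels give both 75 bp and 100 bp. The authors trimmed the reads with fastp, aligned them to mm10 with STAR, counted them per gene with featureCounts and deposited the counts and TPM.

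The sort gate can be read in the sorted cells' RNA. Transcripts of *Izumo1r*, which encodes FR4, stood at 59.6 ± 18.9 TPM (SD, n = 3 chimeras) in WT naive and 1981 ± 38.5 TPM (SD, n = 3) in WT anergic cells, and those of *Nt5e*, which encodes CD73, at 12.4 ± 1.51 and 478 ± 52.9 TPM (SD, n = 3 each). In DKO cells the *Nt5e* level was 10.6 ± 0.494 TPM (SD, n = 3) in the naive and 411 ± 49.6 TPM (SD, n = 3) in the anergic gate.

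The disrupted genes *Nr4a1* (chromosome 15, 101254269 to 101274795, GENCODE vM21) and *Nr4a3* (chromosome 4, 48045153 to 48086447) were still counted in DKO cells. Each DKO anergic library held 5598 to 7121 counts of *Nr4a1* and 707 to 921 of *Nr4a3*, while each WT anergic library held 4198 to 4515 and 286 to 439. In naive cells, *Nr4a1* had 1553 to 2633 counts in DKO and 1980 to 3104 in WT libraries, and *Nr4a3* 117 to 225 and 112 to 146. The counts of these 2 genes therefore do not check the genotype, since a disrupted allele can still be transcribed and read.

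Total counts ran from 20851693 to 24195860 (median 21026951) in WT anergic, 32529589 to 38380064 (median 33734591) in DKO anergic, 23432488 to 33078853 (median 24435503) in WT naive and 16122020 to 26837423 (median 21448812) in DKO naive libraries. The counts were scaled by TMM and tested with edgeR's quasi-likelihood test, with all 18 libraries in one fit and the chimera as a block. Of 55284 entries with a gene name, the 33795 kept by filterByExpr were tested, p-values were adjusted by Benjamini-Hochberg, and an adjusted p under 0.05 was called a change. Levels are the deposited TPM.

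In counts simulated with changes between the 6 anergic libraries, this test called 27.9% of genes raised or lowered by 1 on the log2 scale and 78.8% of those changed by 2, among genes with logCPM over 1. The median log2 fold change over all genes tested was −0.03 for DKO over WT anergic cells, 0.25 for DKO over WT naive cells, 0.26 for anergic over naive WT cells and −0.21 for anergic over naive DKO cells. Among genes with logCPM over 1 these medians were 0.16, −0.08, 0.005 and 0.04. The scaling thus left such genes shifted up in DKO over WT anergic cells. With TMM factors taken from such genes that median was 0.03, and 469 genes were higher and 296 lower in DKO anergic cells.

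The WT naive library of chimera 12 stood apart from the rest. Its reads on olfactory and vomeronasal receptor genes, which T cells hardly express, came to 807 CPM, against 1417 to 3253 in the other 16 libraries once the WT stimulated library of chimera 12 is also set aside.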

We gated on CD4^+^CD25^–^ cells to exclude a large fraction of FOXP3^+^ Tregs and sorted CD44^hi^CD62L^lo^CD73^hi^FR4^hi^ “anergic” cells (Supplemental Figure 7E). In parallel, we also sorted naive CD4^+^ T cells from each genotype for analysis ex vivo and following 3-hour in vitro TCR stimulation. Since we observed the expansion of anergic cells in the naive CD4^+^ T cell compartment, we gated on CD73^lo^FR4^lo^ within the CD44^lo^CD62L^hi^ gate to collect the least self-reactive naive cells. Indeed, sorted “naive” DKO cells did not express anergy-associated genes ex vivo (Supplemental Figure 7F and Figure 7C). By contrast, “anergic” DKO cells exhibited pronounced upregulation of a subset of anergy-related genes relative to “anergic” WT cells (Figure 7C). This may reflect a high degree of self-reactivity in this compartment due to escape from negative selection. 

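Transcripts of genes that mark anergy were low in naive cells of both genotypes. *Lag3*, an inhibitory receptor, had 1.54 ± 0.293 TPM (SD, n = 3 chimeras) in DKO naive cells and 0.910 ± 0.136 TPM (SD, n = 3) in WT naive cells. *Tigit*, another inhibitory receptor, had 0.934 ± 0.870 and 1.03 ± 0.830 TPM (SD, n = 3 each), and *Rnf128*, which encodes the E3 ubiquitin ligase GRAIL, had 0.672 ± 0.212 and 0.359 ± 0.0129 TPM (SD, n = 3 each). *Pdcd1*, which encodes PD-1, was read at 20.6 ± 1.16 TPM (SD, n = 3) in DKO and 17.1 ± 2.51 TPM (SD, n = 3) in WT naive cells, and *Spry1*, an inhibitor of the RAS and ERK pathway, at 3.74 ± 0.967 and 1.50 ± 1.19 TPM (SD, n = 3 each).

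*Nrn1*, which encodes neuritin, was higher in DKO naive cells. It stood at 9.69 ± 5.12 TPM (SD, n = 3) in DKO and 1.55 ± 0.801 TPM (SD, n = 3) in WT cells, a log2 fold change of 2.46 (standard error 0.48, adjusted p = 0.0369, higher in 3 of 3 chimeras).

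Of 25 listed genes of anergy and exhaustion, *Nrn1* alone was higher in DKO than in WT naive cells and 0 were lower (3 higher when adjusted over the list alone, 4 higher and 1 lower unadjusted, and 0 by DESeq2). Of the 20 genes labelled in Fig. 7C, which the study chose on these samples and which are not independent evidence, 1 was higher (1 when adjusted over the list alone). The log2 fold changes of the other genes named above were 0.60 for *Lag3* (adjusted p = 0.767), 0.14 for *Pdcd1* (adjusted p = 0.885), 0.74 for *Rnf128* (adjusted p = 0.767), 1.27 for *Spry1* (adjusted p = 0.767) and −0.34 for *Tigit*.

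Over all genes tested, 13 were higher and 19 lower in DKO naive cells, while at the paper's unadjusted p under 0.05 1480 were higher and 302 lower. These 1782 of 33795 genes are near the 0.05 share that would pass with no gene changed. The median log2 fold change over all genes was 0.25. Without the WT naive and WT stimulated libraries of chimera 12 it was 0.02, and 1083 of 35254 genes passed unadjusted. Among the 13 higher and 19 lower genes, the log2 fold change was −5.08 for the receptor kinase gene *Acvrl1* (adjusted p = 2.7e-08), −3.12 for the chromatin remodeler gene *Smarcd1* (adjusted p = 1.9e-06), −2.81 for the protease gene *Ctse* (adjusted p = 1.4e-06) and −1.65 for the costimulatory receptor gene *Tnfrsf9* (adjusted p = 0.00691). Of the 32, 7 lie within 10 Mb of *Nr4a1*, *Nr4a3* or *Ptprc*, the gene of the congenic marker CD45. *Acvrl1*, *Smarcd1* and *Ctse* are among these 7.

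The count was 9 without chimera 10, 13 without chimera 11 and 52 without chimera 12, 61 by DESeq2 and 66 by edgeR's likelihood ratio test.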

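DKO anergic cells had more transcripts of several genes tied to anergy than WT anergic cells. These are levels of whole sorted populations, whose share of Tregs may differ between genotypes. *Tnfsf8*, which encodes CD30 ligand, stood at 853 ± 82.5 TPM (SD, n = 3 chimeras) in DKO and 223 ± 43.4 TPM (SD, n = 3) in WT cells, a log2 fold change of 2.15 (standard error 0.29, adjusted p = 5.4e-05). The inhibitory ligand gene *Cd200* rose from 115 ± 9.70 TPM (SD, n = 3) in WT to 286 ± 19.0 TPM (SD, n = 3) in DKO cells, a log2 fold change of 1.54 (standard error 0.25, adjusted p = 5.8e-04). *Nrn1* rose from 39.9 ± 3.40 to 126 ± 37.1 TPM (SD, n = 3 each; log2 fold change 1.89, standard error 0.42, adjusted p = 0.0157). All of these were higher in 3 of 3 chimeras.

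Of the 20 genes labelled in Fig. 7C, 8 were higher in DKO than in WT anergic cells and 0 lower (15 higher and 0 lower when adjusted over the list alone). The study chose these genes on the same samples, so the count is not independent evidence. Besides *Lag3*, *Rnf128*, *Spry1* and the 3 genes above, the 8 include *Ikzf3*, which encodes the transcription factor Aiolos (log2 fold change 1.24, adjusted p = 0.00226), and *Tnfsf14*, which encodes LIGHT (1.62, adjusted p = 0.00366).

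The other 12 did not pass the test. Among them, the log2 fold change of *Tox2*, a transcription factor gene, was 1.09 (adjusted p = 0.0879), that of *Bhlhe40*, another one, 1.11 (adjusted p = 0.118), that of *Tigit* −0.46 (adjusted p = 0.716) and that of the costimulatory receptor gene *Icos* 0.48 (adjusted p = 0.639). The genes of the gate markers, *Izumo1r* (−0.03) and *Nt5e* (0.02), had the smallest changes.

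Of the 25 listed genes of anergy and exhaustion, 6 were higher and 0 lower (12 higher and 0 lower when adjusted over the list alone). They were *Lag3*, *Rnf128*, *Nrn1*, *Cd200*, the inhibitory receptor gene *Btla* (log2 fold change 1.28, adjusted p = 0.00794) and *Ikzf1*, which encodes the repressor Ikaros (1.13, adjusted p = 0.0268). As a list they moved up at a preset correlation between genes (camera, adjusted p = 4.5e-09). They did not with an estimated correlation (camera, adjusted p = 0.367). The same held for the 11 mitochondrial genes (camera, adjusted p = 8.4e-09 and 0.260). At the preset correlation 6 of 10 splits of the anergic libraries, the real one included, gave as many lists. *Lag3*, *Rnf128*, *Nrn1* and *Cd200* are also labelled in Fig. 7C, so the anergy list is not independent of the study's choice of genes.

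In all, 297 genes were higher and 155 lower. The count of 452 genes was 129 without chimera 10, 148 without chimera 11 and 1597 without only the WT naive and WT stimulated libraries of chimera 12. More genes were lower than higher without chimera 12 (1032 higher and 1653 lower, 2685 in all) and by limma on log2 TPM (486 higher and 550 lower, 1036 in all). Without chimera 10 or 11, *Ikzf3*, *Tnfsf14* and *Nrn1* did not pass, and *Nrn1* did not pass by DESeq2 either.

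From the higher anergy genes, the paper proposes that this compartment may be strongly self-reactive because its cells escaped negative selection.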

Importantly, although gene expression diverges between DKO and WT anergic cells, much of their transcriptome is shared (Supplemental Figure 7, F and G). These include negative regulators such as Lymphocyte-activation gene 3 (*Lag3*), *Pdcd1/*PD-1, *Rnf128*/GRAIL, and *Spry1* that serve to suppress proximal TCR signaling and may account, at least in part, for the defect in ERK phosphorylation we observed in DKO cells (Figure 7C). Indeed, we supported upregulation of PD-1 and LAG3 expression in DKO anergic cells by flow staining (Supplemental Figure 7, H and I). By contrast, Treg-associated genes such as *Foxp3*, *Ikzf4*/Eos, and *Lrrc32/*GARP are not expressed in anergic DKO cells (Figure 7D), consistent with previous studies revealing an essential role for the NR4A family in induction and maintenance of Treg fate (6, 7, 28, 42). 

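WT and DKO cells of the anergic gate differed from naive cells in many of the same ways. The inhibitory receptor gene *Tigit* rose by a log2 fold change of 9.01 in WT (standard error 0.42, adjusted p = 1.4e-13) and 8.88 in DKO cells (standard error 0.43, adjusted p = 1.7e-13). *Tox2* rose by 8.44 in WT and 10.22 in DKO cells, *Pdcd1* by 6.18 and 7.20, and *Cd44*, the gene of the activation marker in the gate, by 2.55 and 3.21. Genes of naive T cells fell. The lymph node homing genes *Ccr7* (−3.45 in WT and −2.56 in DKO) and *S1pr1* (−3.25 and −2.11) were lower in anergic cells of both genotypes.

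In listed groups of genes, 16 of 25 anergy and exhaustion genes were higher and 2 lower in WT anergic than in WT naive cells, against 18 higher and 2 lower in DKO cells. Of 16 genes of T follicular helper cells, 12 were higher and 1 lower in WT and 16 higher in DKO cells. Of 19 genes of naive and quiescent T cells, 13 were lower in WT and 11 in DKO cells, with 0 higher in either. Of 20 genes of cholesterol synthesis, 14 were lower in WT (*Sqle* by 2.38, adjusted p = 5.0e-07, standard error 0.27) and 10 were lower and 1 higher in DKO cells. The 16 genes of ribosome biogenesis gave 13 lower in WT and 2 lower in DKO cells, and the 20 proliferation genes gave 11 higher in WT and 8 higher in DKO cells, *Mki67* among them.

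Over all genes tested, 1727 were higher and 1591 lower in WT anergic than in WT naive cells. In DKO cells 2248 were higher and 934 lower. Of these, 1360 were higher in both genotypes, where 115 would be shared if the calls were unrelated, and 714 were lower in both, where 44.0 would be. With only genes with logCPM over 1 tested, 1857 were higher and 1391 lower in both, where 435 and 271 would be. Only 5 genes moved in opposite directions. The totals of 3318 in WT and 3182 in DKO cells were 1734 and 1818 without chimera 10, 1979 and 1556 without chimera 11, and 4165 and 7819 without chimera 12. In WT cells more genes were lower than higher with RLE factors (1356 higher and 1616 lower), by DESeq2 (1576 and 2082), with no low-count filter (1702 and 2157) and with logCPM over 1 (2276 and 2452). The 2 comparisons use no library in common.

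Across the 33795 genes, which are not independent replicates, the log2 fold changes in WT and DKO cells had a Pearson correlation of 0.504 and a Spearman correlation of 0.0955. Among the 15067 genes with logCPM over 1, Pearson's r was 0.770. Without the WT naive and WT stimulated libraries of chimera 12, r was 0.592 over all genes and 0.851 over these, and Spearman's correlation 0.312. Without chimera 11, r over all genes was 0.297 and Spearman's correlation 1.7e-04, and without chimera 12 the latter was 0.322.

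The difference between genotypes in the anergic and naive comparison was tested itself, as an interaction, and 77 genes were higher and 53 lower. The 130 genes were 12 without chimera 10 (4 higher and 8 lower), 24 without chimera 11 (11 higher and 13 lower) and 941 without chimera 12 (325 higher and 616 lower). By limma on log2 TPM 185 were higher and 217 lower, and at an unadjusted p under 0.05 1327 higher and 2260 lower.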

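*Spry1*, which encodes an inhibitor of RAS and ERK signaling, had the largest change of these 4 negative regulators. It rose from 42.4 ± 1.59 TPM (SD, n = 3 chimeras) in WT to 173 ± 61.0 TPM (SD, n = 3) in DKO anergic cells, a log2 fold change of 2.25 (standard error 0.38, adjusted p = 0.00113). *Rnf128*, whose product GRAIL ubiquitinates surface receptors and is needed for anergy, rose from 19.6 ± 4.91 to 56.3 ± 12.9 TPM (SD, n = 3 each; log2 fold change 1.76, standard error 0.32, adjusted p = 0.00226). *Lag3*, which binds MHC class II and dampens T cell receptor signaling, rose from 98.5 ± 6.57 to 155 ± 11.5 TPM (SD, n = 3 each; log2 fold change 0.87, standard error 0.22, adjusted p = 0.0382). *Pdcd1* stood at 1441 ± 249 TPM (SD, n = 3) in WT and 2764 ± 412 TPM (SD, n = 3) in DKO anergic cells, a log2 fold change of 1.15 (standard error 0.33, adjusted p = 0.0967). Each of the 4 was higher in DKO than in WT cells in 3 of 3 chimeras.

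*Spry1* (ENSMUSG00000037211) lies on chromosome 3 of mm10 from 37639947 to 37644598, *Rnf128* (ENSMUSG00000031438) on the X chromosome from 139563316 to 139673145, *Lag3* (ENSMUSG00000030124) on chromosome 6 from 124904361 to 124911705, and *Pdcd1* (ENSMUSG00000026285) on chromosome 1 from 94038305 to 94052553.

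In DKO cells, the anergic over naive log2 fold change was 6.79 for *Lag3* and 5.59 for *Spry1*. In WT cells it was 6.52 for *Lag3*, 5.49 for *Rnf128* and 4.61 for *Spry1*.

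Of 32 negative regulators of TCR signaling, 1 was higher and 1 lower in DKO than in WT anergic cells (4 higher and 2 lower when adjusted over the list alone). *Spry1* was the higher one. The lower one was *Cish*, which encodes a suppressor of cytokine signaling that also limits TCR signals (24.7 ± 5.39 TPM in WT and 7.27 ± 2.76 TPM in DKO cells, SD, n = 3 each; log2 fold change −1.48, standard error 0.33, adjusted p = 0.0174). As a list they did not move one way (camera, adjusted p = 0.115).

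*Spry1* passed under all 15 settings tried, with adjusted p-values from 3.8e-11 to 0.0280. *Rnf128* did not pass without chimera 10 or 11 (9.2e-07 to 0.147 over the settings), and *Lag3* did not pass without chimera 10 or 11, by DESeq2, with RLE factors or by limma on log2 TPM (5.0e-04 to 0.564).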

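Transcripts of *Foxp3*, the lineage factor of Tregs, were far lower in DKO than in WT anergic cells. They stood at 492 ± 43.2 TPM (SD, n = 3 chimeras) in WT and 19.7 ± 1.59 TPM (SD, n = 3) in DKO cells, a log2 fold change of −4.42 (standard error 0.32, adjusted p = 6.8e-09). *Ikzf4*, which encodes the FOXP3 corepressor Eos, fell from 108 ± 10.4 to 4.37 ± 1.15 TPM (SD, n = 3 each; log2 fold change −4.40, standard error 0.27, adjusted p = 5.8e-10). *Lrrc32*, which encodes GARP, the receptor that holds latent TGF-β on the Treg surface, fell from 191 ± 68.2 to 6.04 ± 0.421 TPM (SD, n = 3 each; log2 fold change −4.71, standard error 0.34, adjusted p = 6.8e-09). All 3 were lower in 3 of 3 chimeras. They were still read in every DKO anergic library, with 801 to 1132 counts of *Foxp3*, 256 to 353 of *Ikzf4* and 259 to 347 of *Lrrc32*.

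The remaining level was above that of naive cells for *Foxp3* and *Lrrc32*. *Foxp3* had 0.956 ± 0.586 TPM (SD, n = 3) in DKO naive cells, so that DKO anergic cells were higher by a log2 fold change of 4.55 (standard error 0.35, adjusted p = 4.1e-10). *Lrrc32* was higher by 3.59 in DKO anergic than in DKO naive cells, while *Ikzf4*, at 4.94 ± 0.761 TPM (SD, n = 3) in DKO naive cells, had a log2 fold change of −0.04. In WT cells the anergic over naive log2 fold changes were 8.17 for *Foxp3*, 7.21 for *Lrrc32* and 3.34 for *Ikzf4*.

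*Foxp3* (ENSMUSG00000039521) lies on the X chromosome of mm10 from 7573644 to 7595245, *Ikzf4* (ENSMUSG00000002578) on chromosome 10 from 128630843 to 128645991, and *Lrrc32* (ENSMUSG00000090958) on chromosome 7 from 98489283 to 98502181.

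Of 22 Treg genes, 0 were higher and 11 lower in DKO than in WT anergic cells (0 higher and 16 lower when adjusted over the list alone). Besides these 3, the 11 include the integrin gene *Itgae* (log2 fold change −2.87, standard error 0.29, adjusted p = 1.0e-06), *Tnfrsf9*, which encodes 4-1BB (−2.58, adjusted p = 2.8e-06), *Il2ra*, which encodes CD25 (−2.42, adjusted p = 2.6e-05), and the chemokine receptor gene *Ccr8* (−1.60, adjusted p = 0.00794). Other Treg genes were not lower by this test, such as *Ctla4* (−0.16, adjusted p = 0.882), *Nrp1* (0.40, adjusted p = 0.674) and *Ikzf2*, which encodes Helios (−0.75, adjusted p = 0.298). The list as a whole moved down (camera, adjusted p = 2.4e-54), with adjusted p = 6.1e-05 with an estimated correlation. Members of this list, among them *Foxp3*, *Ikzf4*, *Lrrc32*, *Itgae* and *Tnfrsf9*, are also labelled in Fig. 7D. The list is therefore not independent of the study's choice of genes.

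Of the 21 genes labelled in Fig. 7D, chosen by the study on these samples and so not independent evidence, 9 were lower and 0 higher (14 lower and 0 higher when adjusted over the list alone).

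In stimulated naive cells, 2 of the 22 were lower in DKO than in WT, *Tnfrsf9* and *Ikzf4* (log2 fold change −2.27, adjusted p = 2.1e-05), and 0 were higher. The difference of the genotype effect between anergic and naive cells passed the test for 7 of the 22, all lower.

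Without chimera 10 or 11, *Gpr83* did not pass (main log2 fold change −1.29), and without chimera 11 *Tnfrsf1b* did not pass (−1.61).

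**Figure D1:**
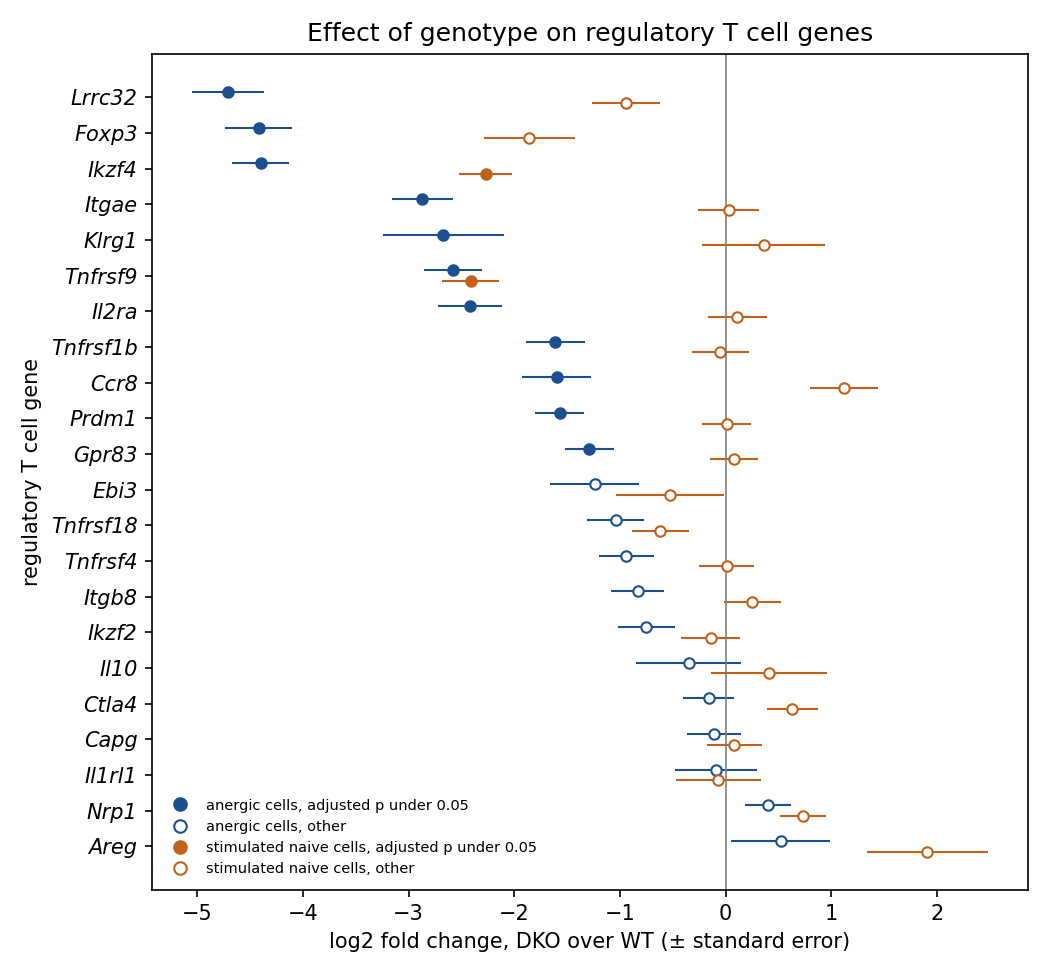
Log2 fold change of DKO over WT cells, with its standard error, for the 22 listed Treg genes in anergic cells (blue) and in stimulated naive cells (orange), 3 chimeras each. Filled points have an adjusted p under 0.05. In anergic cells the 11 filled points lie between −4.71 for *Lrrc32* and −1.29 for *Gpr83*.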

Further validating our data set, gene set enrichment analysis (GSEA) revealed that genes repressed by overexpression of *Nr4a1* (17) are enriched in DKO anergic cells (Figure 7E), and conversely, genes upregulated by Nr4a1 overexpression (17) are enriched in WT anergic cells (Figure 7F) (9, 17). 

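Of 24 cytokine and chemokine genes, 6 were higher and 0 lower in DKO than in WT anergic cells (15 higher and 1 lower when adjusted over the list alone). *Il21*, which encodes a helper cytokine for B cells, rose from 50.1 ± 19.5 TPM (SD, n = 3 chimeras) in WT to 225 ± 38.1 TPM (SD, n = 3) in DKO anergic cells, a log2 fold change of 2.40 (standard error 0.35, adjusted p = 1.7e-04). *Csf1*, the macrophage growth factor gene, rose from 71.0 ± 7.76 to 172 ± 39.8 TPM (SD, n = 3 each; log2 fold change 1.50, standard error 0.27, adjusted p = 0.00203). *Xcl1*, which encodes a chemokine that attracts dendritic cells, rose by 3.41 (standard error 0.59, adjusted p = 0.00143) and *Cd40lg*, which encodes the CD40 ligand, by 2.03 (standard error 0.33, adjusted p = 6.7e-04). *Tnfsf8* and *Tnfsf14* complete the 6. The list moved up (camera, adjusted p = 1.3e-18), with adjusted p = 0.0344 with an estimated correlation. In the same comparison mitochondrial reads were 0.536% to 0.663% of the DKO and 0.458% to 0.479% of the WT libraries, and 1 of 10 B cell genes, *Pax5* (1.70), and 1 of 5 γδ and NKT genes, *Trdc* (1.65), were higher.

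The lineage genes of Th1 and Th2 cells did not pass the test. *Tbx21*, which encodes the Th1 factor T-bet, stood at 45.2 ± 4.23 TPM (SD, n = 3) in WT and 76.2 ± 6.02 TPM (SD, n = 3) in DKO anergic cells, a log2 fold change of 1.04 (standard error 0.36, adjusted p = 0.271). *Ifng*, the Th1 cytokine gene, stood at 15.3 ± 4.50 and 31.2 ± 12.8 TPM (SD, n = 3 each; 1.24, standard error 0.45, adjusted p = 0.318). *Gata3*, which encodes the Th2 factor, stood at 131 ± 5.57 and 141 ± 17.4 TPM (SD, n = 3 each; 0.33, standard error 0.22, adjusted p = 0.750). *Il4*, the Th2 cytokine gene, stood at 36.0 ± 10.3 and 87.7 ± 22.5 TPM (SD, n = 3 each; 1.62, standard error 0.48, adjusted p = 0.126). All 4 were higher in DKO cells in 3 of 3 chimeras.

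*Tbx21* lies on chromosome 11 of mm10 from 97098071 to 97115331, *Ifng* on chromosome 10 from 118441046 to 118445892, *Gata3* on chromosome 2 from 9857078 to 9890034, and *Il4* on chromosome 11 from 53602982 to 53618669.

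Of 14 listed Th1 genes, 3 were higher and 0 lower (7 higher and 2 lower when adjusted over the list alone). They were the chemokine receptor gene *Cxcr6* (2.51, adjusted p = 7.2e-05), *Il12rb2*, which encodes a chain of the IL-12 receptor (1.60, adjusted p = 0.0461), and *Stat4*, which encodes the factor that IL-12 activates (1.01, adjusted p = 0.0265). Of 8 Th2 genes, 1 was lower, *Ccr8*, and 0 were higher (1 higher and 2 lower when adjusted over the list alone). Of 8 Th17 genes, 2 were lower and 0 higher (1 higher and 2 lower when adjusted over the list alone), the chemokine receptor gene *Ccr6* (−2.27, adjusted p = 0.00765) and *Ahr*, which encodes the aryl hydrocarbon receptor (−1.31, adjusted p = 0.0223).

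Of 16 T follicular helper genes, 7 were higher and 0 lower (12 higher and 0 lower when adjusted over the list alone), among them *Ascl2*, a factor that starts follicular helper differentiation (2.12, standard error 0.27, adjusted p = 3.4e-05), *Slamf6* (1.39, adjusted p = 6.7e-04) and *Pou2af1* (1.51, adjusted p = 0.00307). This list moved up (camera, adjusted p = 4.3e-27), with adjusted p = 0.0344 with an estimated correlation. Its members *Icos*, *Pdcd1*, *Tox2* and *Il21* are also labelled in Fig. 7C or 7G, so it is not wholly independent of the study's choice of genes.

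Of the 7 genes labelled in Fig. 7G, chosen by the study on these samples and so not independent evidence, 2 were higher (*Il21* and *Csf1*) and 0 lower (6 higher and 0 lower when adjusted over the list alone).

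Without chimera 10, *Csf1* did not pass, and neither did *Ahr*, which also did not pass without chimera 11. Without the WT naive and WT stimulated libraries of chimera 12, *Tbx21*, *Ifng* and *Il4* passed. Of the 15 settings tried, *Tbx21* and *Ifng* passed under 4 each (adjusted p-values from 8.97e-04 to 1 and from 0.00641 to 1), *Il4* under 7 (2.4e-04 to 0.903) and *Gata3* under 0 (0.176 to 1).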

Strikingly, a subset of genes encoding proinflammatory cytokines and mediators was upregulated in anergic DKO cells (Figure 7G), including Th1-related genes (*Tbx21* and *Ifng*) and Th2-related genes (*Gata3* and *Il4*). This is consistent with prior reports identifying a role for the NR4A family in the repression of Th1 and Th2 cell differentiation (7, 42) and may contribute to immune dysregulation observed in DKO:WT chimeras.

### Cell-intrinsic defect in peripheral CD4^+^ DKO T cell tolerance.

In order to define how such dysregulated gene expression may arise and to control for self-reactivity of the DKO T cell repertoire, we next sought to identify the immediate targets of the NR4A family in sorted CD73^–^FR4^–^ “naive” CD4^+^ T cells (Supplemental Figure 7E). We compared the expression of primary response genes (PRGs) in sorted naive WT and DKO cells following TCR stimulation (Supplemental Figure 8A). 

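The stimulated groups hold 3 libraries of WT and 3 of DKO cells, from the same 3 chimeras and the same naive gate as the ex vivo libraries. Sorted cells were cultured for 3 hours with 8 μg/mL of plate-bound anti-CD3 and 2 μg/mL of anti-CD28, and the naive cells taken ex vivo serve as the unstimulated group. No group was cultured without stimulation. Changes given below as due to stimulation therefore cannot be told apart from effects of the 3 hours of culture.

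Total counts ran from 30800430 to 39752234 (median 33216102) in WT and from 28438254 to 35766343 (median 29327880) in DKO stimulated libraries. The reads were made into counts, and the counts tested, as for the anergic and naive cells, in the same fit of 18 libraries.

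Stimulation raised the genes of the disrupted receptors in cells of both genotypes, so that their counts cannot be used to check the genotype here either. *Nr4a1* reached 4386 ± 1305 TPM (SD, n = 3 chimeras) in WT and 6519 ± 1077 TPM (SD, n = 3) in DKO stimulated cells, with 97734 to 196949 counts in each WT and 154006 to 256684 in each DKO library. *Nr4a3* reached 314 ± 88.7 and 504 ± 100 TPM (SD, n = 3 each), with 13259 to 28667 and 19289 to 34969 counts.

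Of 22 immediate early and TCR activation genes, 20 were higher and 0 lower in stimulated than in ex vivo WT cells, and 21 were higher and 0 lower in DKO cells. *Irf4*, which drives effector differentiation, rose by a log2 fold change of 7.01 in WT and 6.92 in DKO cells, *Egr2* by 4.33 and 4.96, and *Myc* by 2.54 and 2.71. All 16 genes of ribosome biogenesis were higher in both genotypes, with *Ncl*, which encodes nucleolin, at 2.07 in WT and 2.25 in DKO cells. Of 10 stress response genes, 8 were higher in WT and 7 in DKO cells and 0 lower in either.

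Genes of the type I interferon response fell. Of 20 listed, 19 were lower and 0 higher in WT and in DKO cells alike, with *Ifit1* at −2.88 in WT and −2.69 in DKO cells and *Irf7* at −2.40 and −2.37.

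In all, 2408 genes were higher and 1619 lower in stimulated WT cells, and 2820 higher and 1937 lower in stimulated DKO cells. Without chimera 11 these totals, 4027 and 4757, were 1752 and 2080. More genes were lower than higher in WT cells with no low-count filter (1599 higher and 2298 lower), with only the groups compared (2007 and 2977) and by limma on log2 TPM (3017 and 3308). In DKO cells this held by limma alone (3052 higher and 4281 lower).

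The median log2 fold change over all genes was 0.03 for stimulated over naive WT cells, −0.36 for DKO cells and −0.02 for DKO over WT stimulated cells. Among genes with logCPM over 1 these medians were 0.06, −0.15 and −0.06. In counts simulated with changes between the 6 stimulated libraries, the test called 23.9% of genes changed by 1 on the log2 scale and 82.6% of those changed by 2, among genes with logCPM over 1.

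The WT stimulated library of chimera 12 stood apart, with 572 CPM on olfactory and vomeronasal receptor genes and a TMM factor of 0.550, where the other 16 libraries, without the WT naive library of this chimera, had factors from 0.739 to 1.32.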

We selected an early 3-hour point to capture peak NR4A protein induction and enrich for direct transcriptional targets (18, 43). 

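The genes that separate DKO from WT cells were fewer after stimulation than in the anergic gate. In stimulated naive cells 16 genes were higher and 57 lower in DKO than in WT cells. Among the largest changes were the protease gene *Ctse*, at 24.2 ± 2.72 TPM (SD, n = 3 chimeras) in DKO and 232 ± 5.39 TPM (SD, n = 3) in WT cells (log2 fold change −3.32), and the neuritin gene *Nrn1*, at 72.8 ± 16.4 TPM (SD, n = 3) in DKO and 5.97 ± 3.13 TPM (SD, n = 3) in WT cells (log2 fold change 3.50, standard error 0.45, adjusted p = 1.1e-04). *Ctse* lies within 10 Mb of *Ptprc*, the gene of the congenic marker CD45. It was also lower in DKO than in WT anergic (−2.04) and naive cells (−2.81). A donor variant linked to that marker is not told apart here from an effect of the disrupted genes. *Gata3*, which encodes a factor needed by CD4+ T cells and Th2 cells, was lower in DKO cells, at 23.7 ± 2.87 TPM (SD, n = 3) against 51.6 ± 6.89 TPM (SD, n = 3) in WT (−1.16, standard error 0.23, adjusted p = 0.0209). The 73 genes were 24 without chimera 10, 30 without chimera 11 and 190 without chimera 12 (111 higher and 79 lower). Without only the WT naive and WT stimulated libraries of chimera 12, more were higher (117) than lower (66).

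Distances between libraries were compared within each population, on log2 CPM of the 500 most variable genes. The mean distance between genotypes was divided by the mean distance within them. The ratio was 1.03 for stimulated naive cells (exact permutation over 10 splits, one-sided p = 0.5, highest other split 1.16). It was 1.52 for anergic cells (exact permutation, p = 0.1, highest other 1.12) and 1.13 for naive cells ex vivo (exact permutation, p = 0.1, highest other 1.13). With 3 libraries against 3, an exact p of 0.1 is the smallest possible.

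With the chimera effect removed, the ratios were 1.24 for stimulated cells (highest other split 1.23), 2.07 for anergic cells and 1.27 for naive cells. For stimulated cells the ratio was below 1 with the 2000 most variable genes (0.974) and on log2(TPM + 1) values (0.961). For naive cells it was then 1.09 and 1.11, and in both cases another split gave a higher ratio (exact permutation, p = 0.2 each).

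Over the 18 libraries and all genes tested, the first principal component held 32.7% of the variance, and the WT naive and WT stimulated libraries of chimera 12 stood at 184 and 206 on it, where the other 16 ran from −104 to 81.0.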

Principal component analysis (PCA) segregated DKO from WT cells following acute TCR stimulation, though less robustly than for DKO and WT anergic cells (Supplemental Figure 8B and Supplemental Figure 7G). We focused our attention on PRGs that were differentially expressed between WT and DKO cells (Figure 8A). 

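Of 684 PRGs, 17 also differed between stimulated DKO and WT cells, 4 higher and 13 lower. *Tnfrsf9*, which encodes the costimulatory receptor 4-1BB, rose with stimulation by a log2 fold change of 4.78 in WT and 4.01 in DKO cells and was lower in stimulated DKO cells, at 88.1 ± 21.3 TPM (SD, n = 3 chimeras) against 436 ± 51.2 TPM (SD, n = 3; −2.41, standard error 0.27, adjusted p = 2.8e-05). *Sox4*, a transcription factor gene, rose by 1.82 in WT cells and was lower in stimulated DKO cells, at 7.78 ± 1.97 against 44.7 ± 14.2 TPM (SD, n = 3 each; −2.55, standard error 0.30, adjusted p = 3.0e-05). *Cxcr3*, a chemokine receptor gene of Th1 cells, rose by 2.91 in WT and 5.19 in DKO cells and was higher in stimulated DKO cells (1.69, standard error 0.36, adjusted p = 0.0428). The 17 were 11 without chimera 10, 8 without chimera 11 and 67 without chimera 12 (46 higher and 21 lower). Without only its WT naive and WT stimulated libraries they were 60 (46 higher and 14 lower). More were higher than lower also with no low-count filter (26 and 21) and with only the groups compared (37 and 30).

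*Gpr155*, which encodes a lysosomal cholesterol sensor, was the single gene to pass the test for a response to stimulation that differs between genotypes. It rose by 1.62 in WT and fell by 0.89 on the log2 scale in DKO cells, a difference of −2.50 (standard error 0.37, adjusted p = 0.0208, lower in 3 of 3 chimeras). Its level after stimulation was 20.9 ± 8.77 TPM (SD, n = 3) in WT and 3.55 ± 1.85 TPM (SD, n = 3) in DKO cells. The difference did not pass without chimera 10 or 11, with RLE factors, by DESeq2 or with only the libraries compared. DESeq2 called 2 other genes, and 10 genes passed with no low-count filter.

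The other higher genes were *Nrn1*, *Arrdc4*, which encodes an arrestin-like protein (2.24, adjusted p = 3.3e-05), and the zinc finger gene *Plagl1* (2.29, adjusted p = 0.00377). *Nrn1* (2.46) and *Arrdc4* (2.88) were already higher in DKO than in WT naive cells before stimulation, and *Tnfrsf9* was already lower (−1.65). *Arrdc4* rose with stimulation by 1.84 in WT and by 1.20 in DKO cells. The other lower ones include the prostaglandin receptor gene *Ptger2* (−1.33), the nuclear receptor corepressor gene *Nrip1* (−1.19), *Stap1* (−1.60), *Mmd* (−0.93) and *Ms4a4a* (−2.56).

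PRGs were taken as the paper defines them, with an adjusted p under 0.05, logCPM over 1 and a log2 fold change over 1.5 in stimulated over ex vivo WT cells. In DKO cells 642 of the 684 were also higher after stimulation, and 590 passed 1.5. The median log2 fold change of the PRGs was 2.04 in WT and 2.12 in DKO cells, with r = 0.882 across these genes, which are not independent replicates.

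At the paper's unadjusted p under 0.05, 121 PRGs differed between genotypes, 53 higher and 68 lower. Both comparisons use the WT stimulated libraries, so some overlap arises without any effect of genotype. In 20 simulations with no effect, 1491 genes on average passed the unadjusted p between genotypes, against 973 in the data. The simulated and real overlaps are therefore not like for like. The simulated overlap averaged 48.3 genes unadjusted (13.4 higher and 34.9 lower, highest total 63) and 0 adjusted. If the calls were unrelated, 19.7 and 1.48 genes would be shared over all genes tested, and 31.6 and 2.91 over the 15067 with logCPM over 1, from which PRGs are drawn.

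Of the 20 genes grouped at the right of Fig. 8A, chosen by the study on these samples and so not independent evidence, *Nrn1* was higher and *Tnfrsf9* lower (12 higher and 7 lower when adjusted over the list alone). All 20 were higher in stimulated than in ex vivo WT cells.

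*Cxcr3* did not pass without the chimera block, without chimera 10 or 11, with RLE factors or by DESeq2, and *Plagl1* did not pass without chimera 10 or 11 or by limma on log2 TPM.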

Among those underinduced in DKO cells, we identified *Bcl2l11*/BIM and negative regulators of TCR signaling including *Cblb*, *Dusp4*, and *Tnfaip3*/A20. Conversely, we observed overinduction of inflammatory mediators such as *Ccl4*, *Il2*, and *Tnf* in DKO cells. 

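These 4 genes rose with stimulation in cells of both genotypes and stood lower in stimulated DKO than WT cells in 3 of 3 chimeras, though none of the 4 differences passed the test. *Dusp4*, which encodes a phosphatase of ERK and other MAP kinases, stood at 19.4 ± 0.788 TPM (SD, n = 3 chimeras) in WT and 9.25 ± 1.64 TPM (SD, n = 3) in DKO stimulated cells, a log2 fold change of −1.15 (standard error 0.32, adjusted p = 0.295). *Cblb*, an E3 ubiquitin ligase gene that sets the need for CD28 costimulation, stood at 364 ± 54.9 and 221 ± 27.2 TPM (SD, n = 3 each; −0.75, standard error 0.24, adjusted p = 0.652). *Bcl2l11*, whose product BIM starts apoptosis, stood at 76.2 ± 15.3 and 47.0 ± 6.38 TPM (SD, n = 3 each; −0.71, standard error 0.23, adjusted p = 0.650). *Tnfaip3*, whose product A20 limits NF-κB, stood at 378 ± 24.6 and 255 ± 13.3 TPM (SD, n = 3 each; −0.63, standard error 0.27, adjusted p = 1.00). Without the WT naive and WT stimulated libraries of chimera 12 these log2 fold changes were −0.56 for *Dusp4*, −0.46 for *Cblb*, −0.43 for *Bcl2l11* and −0.16 for *Tnfaip3*.

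Stimulation raised *Dusp4* by a log2 fold change of 5.74 in WT and 3.99 in DKO cells, *Cblb* by 2.94 and 2.54, *Tnfaip3* by 3.27 and 2.77, and *Bcl2l11* by 1.62 and 1.55. The difference in induction between genotypes was −1.74 for *Dusp4*, −0.39 for *Cblb*, −0.50 for *Tnfaip3* and −0.07 for *Bcl2l11*, and none passed (adjusted p = 1 for each). *Bcl2l11* was already at 28.8 ± 5.04 TPM (SD, n = 3) in WT and 19.9 ± 1.39 TPM (SD, n = 3) in DKO cells before stimulation.

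*Dusp4* (ENSMUSG00000031530) lies on chromosome 8 of mm10 from 34807297 to 34819894, *Cblb* (ENSMUSG00000022637) on chromosome 16 from 52031225 to 52208048, *Bcl2l11* (ENSMUSG00000027381) on chromosome 2 from 128126038 to 128162547, and *Tnfaip3* (ENSMUSG00000019850) on chromosome 10 from 19000910 to 19015657.

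Of the 32 listed negative regulators of TCR signaling, 20 rose and 3 fell with stimulation in WT cells, and 20 rose and 5 fell in DKO cells. Between genotypes, 0 of 32 differed in stimulated cells by edgeR (1 higher and 3 lower when adjusted over the list alone, 3 higher and 6 lower at an unadjusted p under 0.05). DESeq2 called 0 of the 32, the likelihood ratio test 1 lower, and limma on log2 TPM 4 higher and 3 lower. Of 15 genes of the BCL-2 family, 6 rose and 1 fell with stimulation in each genotype. Between genotypes 0 of the 15 differed in stimulated cells by edgeR, DESeq2 or limma (0 when adjusted over the list alone, 1 higher and 2 lower unadjusted).

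Each of the 4 passed under 1 of the 15 settings tried, with adjusted p-values from 0.0385 to 1 for *Dusp4*, 0.0495 to 1 for *Cblb*, 0.0203 to 1 for *Bcl2l11* and 0.0417 to 1 for *Tnfaip3*.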

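*Ccl4*, *Il2* and *Tnf* rose with stimulation in WT and DKO cells and stood higher in stimulated DKO cells in 3 of 3 chimeras, but the differences between genotypes did not pass the test. *Ccl4*, which encodes a chemokine that attracts T cells and monocytes, stood at 31.3 ± 11.3 TPM (SD, n = 3 chimeras) in WT and 103 ± 31.3 TPM (SD, n = 3) in DKO stimulated cells, a log2 fold change of 1.59 (standard error 0.52, adjusted p = 0.657). *Il2*, the T cell growth factor gene, stood at 7.69 ± 3.26 and 21.3 ± 3.87 TPM (SD, n = 3 each; 1.36, standard error 0.48, adjusted p = 0.889). *Tnf*, an inflammatory cytokine gene, stood at 308 ± 112 and 671 ± 202 TPM (SD, n = 3 each; 1.01, standard error 0.34, adjusted p = 0.744).

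Induction by stimulation was a log2 fold change of 2.58 in WT and 3.60 in DKO cells for *Ccl4*, 2.95 and 3.59 for *Il2*, and 3.48 and 4.55 for *Tnf*. The difference in induction was 1.02 for *Ccl4*, 0.64 for *Il2* and 1.07 for *Tnf* (adjusted p = 1 for each).

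*Ccl4* (ENSMUSG00000018930) lies on chromosome 11 of mm10 from 83662584 to 83664683 and *Tnf* (ENSMUSG00000024401) on chromosome 17 from 35199381 to 35202007.

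Of the 24 listed cytokine and chemokine genes, 12 rose and 1 fell with stimulation in WT cells and 14 rose and 1 fell in DKO cells. *Tnfsf11*, which encodes RANKL, rose by 6.21 in WT and 7.99 in DKO cells, and *Csf2*, which encodes GM-CSF, by 2.68 and 4.16. Between genotypes 0 of the 24 differed in stimulated cells by edgeR (5 higher and 1 lower when adjusted over the list alone, 8 higher and 1 lower at an unadjusted p under 0.05). DESeq2 called 1 lower, the likelihood ratio test 1 higher and 1 lower, and limma on log2 TPM 2 higher and 1 lower. The list moved up in DKO cells at the preset correlation (camera, adjusted p = 5.2e-05). It did not with an estimated correlation (camera, adjusted p = 0.675). At the preset correlation 6 of 10 splits of the stimulated libraries, the real one included, gave as many lists.

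Of the 22 immediate early genes, 0 differed between genotypes in stimulated cells by edgeR, DESeq2 or limma (0 when adjusted over the list alone, 3 higher and 0 lower unadjusted).

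*Ccl4* and *Tnf* passed under 4 and *Il2* under 2 of the 15 settings tried, with adjusted p-values from 0.00186 to 1, 0.00237 to 1 and 0.0175 to 1. *Il2* passed only where chimera 12, or its WT naive and WT stimulated libraries, were left out. Without these 2 libraries the log2 fold change of *Tnf* was 1.68 (adjusted p = 0.00978).

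From these lower and higher PRGs in DKO cells, the paper proposes that targets of the NR4A family may contribute to impaired peripheral tolerance.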

We found that genes downregulated by *Nr4a1* overexpression were highly enriched in acutely TCR-stimulated naive DKO cells, while the opposite was true for genes upregulated by *Nr4a1* overexpression (Figure 8, B and C).

Impaired IL-2 production is among the most characteristic features of anergic T cells, while exogenous IL-2 can override anergy in some settings (40, 41), suggesting its dysregulation in DKO T cells may contribute to disruption of T cell tolerance in our chimeras. Indeed, *Il2* has been previously implicated as a target of the NR4A family in the context of anergy and exhaustion (9, 17). We first assessed secreted IL-2 in culture supernatants of *Nr4a1^–/–^* or *Nr4a3^–/–^* SKO CD4^+^ T cells across a broad titration of TCR stimulation (Figure 9A). Both SKO genotypes secrete higher amounts of IL-2 compared with WT, suggesting an additive role for the NR4A family in IL-2 regulation. We next sought to assess IL-2 responses by DKO T cells. To do so, we cultured T cells from DKO:WT chimeras with anti-CD3 and then assessed the capacity for IL-2 production following maximal restimulation with PMA/ionomycin. We observed that, after TCR stimulation, DKO CD4^+^ T cells acquired a much higher capacity for IL-2 production relative to WT, and this was cell intrinsic (Figure 9, B and C). This result was not due to Treg deficiency in the DKO compartment (Supplemental Figure 8C). *Nr4a1^–/–^* or *Nr4a3^–/–^* SKO CD4^+^ T cells each exhibited a less robust but independent increase in capacity for IL-2 production relative to WT (Supplemental Figure 8D). Moreover, *Il2* transcript was upregulated in anergic DKO cells relative to anergic WT cells directly ex vivo (Figure 9D). These data suggest that the role of the NR4A family in restraining IL-2 production is not completely redundant, but rather additive, and affects naive as well as anergic CD4^+^ T cells.

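*Il2* transcripts were few in anergic cells ex vivo and stood higher in DKO than in WT cells of each chimera, without passing the test. They came to 7.18 ± 2.78 TPM (SD, n = 3 chimeras) in DKO and 2.21 ± 0.943 TPM (SD, n = 3) in WT anergic cells, from 49 to 112 counts in each DKO and 10 to 24 in each WT library. The log2 fold change was 1.99 (standard error 0.52, adjusted p = 0.0559, higher in 3 of 3 chimeras).

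In naive cells ex vivo the level was 2.08 ± 0.467 TPM (SD, n = 3) in DKO and 1.22 ± 0.466 TPM (SD, n = 3) in WT cells (log2 fold change 0.71, standard error 0.55, adjusted p = 0.767). Anergic cells were higher than naive cells in the DKO genotype by a log2 fold change of 1.83 (adjusted p = 0.0206), while the value for *Il2* in WT cells was 0.56 (adjusted p = 0.632).

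*Il2* (ENSMUSG00000027720) lies on chromosome 3 of mm10 from 37120523 to 37125959.

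The gene of the receptor chain that binds IL-2 with high affinity, *Il2ra*, had 34.2 ± 6.83 TPM (SD, n = 3) in WT and 5.33 ± 0.663 TPM (SD, n = 3) in DKO anergic cells, whose gate had removed CD25+ cells.

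At these counts *Il2* lies close to the threshold. It passed under 8 of the 15 settings tried, with adjusted p-values from 0.00219 to 0.997, DESeq2 and the likelihood ratio test among those that called it.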

DKO CD8^+^ T cells also exhibited a much higher capacity for IL-2 production than WT cells from the same mixed chimera (Supplemental Figure 8, E and F). Furthermore, CD8^+^ T cells from CD8-cre cDKO mice exhibited a nearly identical phenotype that was more robust than in SKO CD8^+^ T cells from *Nr4a3^–/–^* or CD8-cre *Nr4a1^fl/fl^* mice (Supplemental Figure 8G). These data suggest that the NR4A family negatively regulated the IL-2 locus in peripheral CD8^+^ T cells in a manner that is additive and cell intrinsic, independent of self-reactivity.

### Restoring WT Treg compartment in competitive chimeras alters autoantibody repertoire but does not suppress autoimmunity.

gDKO mice exhibited spontaneous, early-onset development of autoantibodies (Figure 10, A and B). Indirect immunofluorescence assay for autoantibodies revealed both nuclear and cytosolic staining, suggesting a widespread loss of B cell tolerance that occurs with complete penetrance before 4 weeks of age, recapitulating observations in Treg-deficient mice (4). It is possible that this is attributable in part to loss of T follicular regulatory (Tfr) cells in gDKO as seen in other Treg-deficient mice (44). Indeed, we identify a profound cell-intrinsic defect for DKO cells in Tfr (but not T follicular helper, Tfh) compartments in chimeras (Supplemental Figure 9, A and B; and refs. 7, 45). Although older *Nr4a3*^–/–^ (but not *Nr4a1*^–/–^) mice exhibited very low titer autoantibodies with a similar pattern (Supplemental Figure 9, C and D), B cell tolerance was largely preserved in SKO mice. To our surprise, despite reconstitution of the Treg (and Tfr) compartment in DKO:WT chimeras with cells of WT origin, we observed development of high-titer autoantibodies even at early points after reconstitution (Figure 10, C and D). Cytosolic staining by autoantibodies was largely eliminated, but ANAs persisted in both 1:1 and even 1:5 DKO:WT chimeras (Figure 10, E and F; and Supplemental Figure 9, E and F). This suggests that the development of autoimmunity in DKO chimeras was not attributable to a residual or partial Treg defect. The titer of ANAs in DKO:WT chimeras increased with age (Figure 10G and Supplemental Figure 9E). This correlated with progressive accumulation of anergic CD4^+^ T cells, thymic atrophy, and development of polyclonal B cell activation and spontaneous GC expansion, suggestive of evolving immune dysregulation in these chimeras. By contrast, mice in which B cells conditionally lack both *Nr4a1* and *Nr4a3* (mb1-cre cDKO) did not develop ANAs even after 40 weeks (Supplemental Figure 9, G and H). These data imply that ANAs in DKO:WT chimeras are not attributable to a B cell–intrinsic role for the NR4A family. Rather, we propose that — although reconstituting a WT Treg compartment suppresses lethal immune dysregulation in DKO chimeras — tolerance is not fully restored, and this may be due to a profound defect in both negative selection and peripheral T cell tolerance.

## Discussion

A vital and redundant role for NR4A factors in the Treg compartment has made it challenging to isolate and dissect other functions for this family in immune tolerance and homeostasis (6, 7). Unfortunately, conditional genetic strategies alone cannot disentangle requirements for the NR4A family during thymic selection from their obligate function in Tregs. Here we used competitive BM chimeras to reconstitute a functional Treg compartment of WT origin, and this enabled us to unmask additional essential roles for the NR4A family in the preservation of both central and peripheral T cell tolerance under homeostatic conditions.

We confirmed a cell-intrinsic requirement for *Nr4a1* and *Nr4a3* in the Treg compartment as previously reported with CD4-cre conditional DKO and triple-knockout (TKO) mice (6, 7, 28, 42). Concurrently, we also observed expansion of DKO CD25^+^FOXP3^–^ cells both in gDKO mice and DKO chimeras. Sekiya and colleagues propose that this compartment contains highly self-reactive T cells that failed to assume Treg fate and yet escaped censorship by negative selection (28). Formal fate-mapping studies will be important to test this hypothesis. This population of cells may contribute to immune dysregulation in DKO chimeras, but importantly, cells diverted from the Treg fate cannot account numerically for excess DKO single-positive thymocytes that escape negative selection in mixed chimeras, especially since equal or greater advantage for DKO cells relative to WT is observed in CD8SP thymocytes relative to CD4SP.

By contrast, we showed that myeloid cell expansion in gDKO mice is not cell intrinsic because it is almost entirely suppressed in DKO chimeras and is instead likely attributable to loss of Tregs as observed in other Treg-deficient mouse models (2, 3, 37). In support of this hypothesis, CD4-cre TKO mice develop a similar myeloproliferative disorder that is also rescued in competitive chimeras generated with mixtures of CD4-cre TKO and WT donor BM (6). This result emphasizes the need to critically reassess the therapeutic potential of the NR4A family as drug targets in myeloproliferative disorders.

One of the earliest functions identified for the NR4A family is an essential role in antigen-induced cell death and during thymic negative selection, but these studies relied on misexpression of full-length and truncated NR4A-Tg constructs under the control of the proximal Lck promoter (which is active early during the DN stage of thymic development) (13, 21, 22, 33, 34). By contrast, studies of *Nr4a1^–/–^* mice have revealed subtle phenotypes, consistent with redundancy among family members (23, 24, 46). Here we were able to unmask the redundancy between *Nr4a1* and *Nr4a3* during thymic negative selection in a physiological setting for the first time to our knowledge. It is estimated that 6 times more thymocytes are negatively than positively selected in a given time frame (47). Since both 1:1 and 1:5 DKO chimeras harbored 4- to 6-fold more CD4SP and CD8SP DKO cells relative to WT cells when normalized to the preselection DP compartment (Figure 2E), we propose that NR4A-dependent deletion may account for most or all negative selection. Prior studies implicate the NR4A family in negative selection by both ubiquitous and tissue-restricted antigens (TRAs; refs. 22, 24, 48–50). Though our data do not directly distinguish between the two, the striking amplitude of rescue seen in DKO chimeras suggests escape from negative selection by ubiquitous self-antigens (proposed to account for 75% of all deletion) and possibly TRAs as well, but this remains to be determined (47, 51).

Caspase-3 is activated in thymocytes upon TCR stimulation and in the process of negative selection (52). Reduced aCasp3 expression of in vitro stimulated DKO thymocytes suggests caspase-dependent TCR-induced apoptosis is mediated, at least in part, by the NR4A family. BIM/*Bcl2l11*, a member of the Bcl-2 family that can promote Caspase-3 activation, is also essential for thymic negative selection and may represent a transcriptional target for *Nr4a1* (24, 53). Although we find that *Nr4a1* and *Nr4a3* collectively promoted *Bcl2l11* transcription in naive CD4^+^ T cells (Figure 8A), it has also been shown that NUR77 can promote apoptosis by directly binding BCL-2 in the cytosol, inducing a conformational change that exposes its BH3 proapoptotic domain in a manner independent of transcriptional activity of NUR77 (49, 54). It will be important to define which effectors downstream of NR4As mediate negative selection in vivo. It remains to be determined how additional instructional signals modulate NR4A function to promote Treg differentiation or, alternatively, drive deletion of self-reactive thymocytes.

We observe the accumulation of DKO CD44^hi^CD8^+^ T cells in DKO competitive chimeras, and this was eliminated in CD8-cre cDKO mice in which cre-mediated deletion occurred only after thymic selection was complete (Figure 5). We also observed a marked accumulation of CD4^+^ DKO T cells with transcriptional and functional features of anergy (Figure 6 and Figure 7). We propose that these phenotypes reflect escape of self-reactive T cells into the periphery due to a defect in thymic negative selection.

Recent work suggests that *Nr4a1* is required for induction and/or maintenance of CD4^+^ T cell anergy (17); overexpression of *Nr4a1* drives upregulation of a subset of anergy-related genes, whereas deletion of *Nr4a1* prevents generation of functionally tolerant T cells. Similarly, *Nr4a*-TKO chimeric antigen receptor T cells evade exhaustion and eliminate tumors (9). Although DKO T cells acquire features of tolerance in chimeras, we nevertheless observed the development of systemic immune dysregulation and ANAs in DKO chimeras despite reconstitution of a functional Treg compartment, suggesting a residual defect in functional anergy. It remains to be determined if DKO T cells are also resistant to Treg-mediated suppression. We identified upregulation of inflammatory mediators (e.g., *Il2* and *Tnf*) and impaired induction of negative regulators (e.g., *Cblb*, *Tnfaip3*, and *Bcl2l11*/BIM) in naive DKO CD4^+^ T cells following acute TCR stimulation (Figure 8). These and other transcriptional targets of the NR4A family may contribute to impaired peripheral tolerance. Indeed, although suppression of IL-2 production is among the most characteristic features of anergic T cells, we report enhanced capacity for IL-2 production in SKO T cells (consistent with prior studies of *Nr4a1^–/–^* T cells; ref. 17) and much more so in DKO T cells (Figure 9). We suggest this reflects a role for the NR4A family in epigenetic remodeling of the *Il2* locus in response to TCR stimulation. Indeed, NR4A transcription factors modulate chromatin structure in the setting of chronic antigen engagement (9, 17), and interrogation of a recently published ATAC-sequencing data set reveals differentially accessible regions of open chromatin near the *Il2* locus in *Nr4a3^–/–^* CD8^+^ T cells following 12 hours’ TCR stimulation (GSE143513; ref. 55). We propose that self-reactive DKO T cells that have escaped negative selection, Treg differentiation, and peripheral anergy accumulate in the periphery and drive ANA production in DKO chimeras. It remains to be defined whether defective central or peripheral tolerance (or both) is most relevant for the development of autoimmunity in DKO chimeras and whether specific Th subsets (such as Tfh) play a role (42).

Nearly complete redundancy between *Nr4a1* and *Nr4a3* is evident in Tregs and during negative selection; deletion of both family members is necessary to unmask these roles. By contrast, regulation of B cell responses (20) and CD8^+^ T cell exhaustion (9) by the NR4A family appears additive. Based on published work (17) and our observations of the IL-2 module in SKO and DKO T cells, we speculate that regulation of CD4^+^ T cell anergy is similarly additive, but this remains to be fully addressed. 

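*Nr4a2*, the remaining gene of the family, was read at a low level in naive T cells and rose steeply with stimulation. It had 1.54 ± 0.379 TPM (SD, n = 3 chimeras) in WT and 1.76 ± 0.225 TPM (SD, n = 3) in DKO naive cells ex vivo. After TCR stimulation it had 423 ± 111 TPM (SD, n = 3) in WT and 976 ± 161 TPM (SD, n = 3) in DKO cells, an induction by a log2 fold change of 8.36 in WT (standard error 0.50, adjusted p = 6.0e-11) and 9.42 in DKO cells (standard error 0.52, adjusted p = 1.7e-11). In anergic cells it had 8.58 ± 0.404 TPM (SD, n = 3) in WT and 18.1 ± 8.86 TPM (SD, n = 3) in DKO cells, above naive cells by 2.26 and 3.56.

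Between genotypes, the log2 fold change of *Nr4a2* was 1.37 in anergic cells (standard error 0.37, adjusted p = 0.0743), 1.13 in stimulated naive cells (standard error 0.36, adjusted p = 0.585) and 0.06 in naive cells ex vivo (standard error 0.43, adjusted p = 0.962). None of these passed the test. *Nr4a2* stood higher in DKO cells in 3 of 3 chimeras in the anergic and in the stimulated cells.

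*Nr4a2* (ENSMUSG00000026826) lies on chromosome 2 of mm10 from 57106830 to 57124003. The other 2 genes of the family rose with stimulation by 5.97 (*Nr4a1*) and 7.03 (*Nr4a3*) in WT and by 6.44 and 7.37 in DKO cells.

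In naive cells ex vivo the sign for *Nr4a2* was negative with RLE factors, by DESeq2, without the low-count filter, and without chimera 10 or 11.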

Although expression of *Nr4a2* is low in the T cell lineage under steady-state conditions, we also cannot exclude the possibility that *Nr4a2* compensates for and partially masks some immune phenotypes in DKO cells, especially in the context of inflammatory stimuli.

We propose that *Nr4a1* and *Nr4a3* regulate layered T cell tolerance mechanisms to preserve immune homeostasis *under steady-state conditions* (see model, Supplemental Figure 10). In addition, it is likely that NR4A factors also serve to counterregulate inflammatory stimuli and promote a return to homeostasis. Indeed, negative feedback by NR4A restrains responses to LPS in myeloid cells (56) and to antigen stimulation in B cells (20) and suppresses inflammation in immune-mediated disease models (57). Although it remains unclear whether endogenous ligands regulate NR4A function in vivo, small molecule NUR77 agonist (10) and antagonist (11) compounds have been reported. Agonists might be useful to suppress autoimmunity and maintain transplant tolerance. Antagonizing NUR77 and perhaps other NR4A family members could have applications for cancer immunotherapy (9). Since redundancy among NR4A family members is important in both negative selection and in Tregs, selectively targeting individual NR4A family members may allow modulation of antigen-specific T and B cell responses without disrupting global immune homeostasis. Conversely, our studies unmask Treg-independent and redundant roles for *Nr4a1* and *Nr4a3* in maintaining T cell tolerance under homeostatic conditions, with important implications for drug design.

## Methods

### Mice

*Nr4a1^–/–^*, *Nr4a1^fl/fl^*, and *Nr4a3^–/–^* mice were previously described (6, 20, 23). *Nr4a1^fl/fl^* were previously obtained from Catherine Hedrick (La Jolla Institute for Immunology, La Jolla, California, USA) with permission from Pierre Chambon (University of Strasbourg, Strasbourg, France; ref. 6). *Nr4a1^–/–^* mice were obtained from The Jackson Laboratory, and this line is used throughout the manuscript exclusively as single germline knockout comparator (23). *Nr4a3^–/–^* mice were generated in our laboratory as previously described (20). CD8-cre and mb1-cre were obtained from The Jackson Laboratory (38, 58). C57BL/6 mice were from The Jackson Laboratory, and CD45.1^+^ BoyJ mice were from Charles River Laboratories. To generate gDKO *Nr4a1^–/–^ Nr4a3^–/–^* mice, we bred *Nr4a3^–/–^* and *Nr4a1^fl/fl^* mice with germline recombination of the *loxp*-flanked locus and confirmed loss of exon 2 by genomic DNA PCR and transcript quantitative PCR. All strains were fully backcrossed to C57BL/6 genetic background for at least 6 generations. Mice of both sexes were used for experiments between the ages of 3 and 10 weeks except for BM chimeras as described below.

### Antibodies and reagents

#### Antibodies for surface markers.

Antibodies (Abs) against B220, CD3, CD4, CD8, CD11b, CD11c, CD19, CD21, CD23, CD25, CD44, CD45.1, CD45.2, CD62L, CD69, CD73, CD86, CD93 (AA4.1), CD138, CXCR5, Fas, FR4, γδTCR, GL7, Gr1, IgD, MHC-II, NK1.1, PD-1, and pNK conjugated to fluorophores were used (BioLegend, eBiosciences, BD, or Tonbo). See also Supplemental Table 1.

#### Abs for intracellular staining.

FOXP3 Ab conjugated to APC or FITC (clone FJK-16s, Invitrogen), anti-aCasp3 Ab conjugated to APC (clone C92-605, BD Pharmingen), anti-NUR77 conjugated to PE (clone 12.14, Invitrogen), anti–IL-2 Ab conjugated to PE (clone JES6-5H4, Invitrogen), anti–p-ERK (Phospho-p44/42 MAPK [T202/Y204] clone 197G2, Cell Signaling Technology) rabbit Ab, and Goat Anti-Rabbit IgG (H+L) conjugated to APC (Jackson ImmunoResearch) were used. See also Supplemental Table 1.

#### Stimulatory Abs.

Anti-CD3 (clone 2c11) and anti-CD28 (clone 37.51) (BioLegend) and goat anti-Armenian hamster antibody (Jackson ImmunoResearch) were used. See also Supplemental Table 1.

#### ELISA reagents.

High-binding, 96-well, flat-bottom, half-area, clear, polystyrene Costar Assay Plate (Corning), mouse anti-dsDNA IgG–specific ELISA kit (Alpha Diagnostic International), and Mouse IL-2 DuoSet ELISA and DuoSet ELISA Ancillary Reagent Kit 2 (R&D Systems) were used.

#### ANA.

NOVA Lite HEp-2 ANA Substrate Slide and mounting medium (INOVA Diagnostics, Inc, 708100) and FITC Donkey Anti-Mouse IgG (Jackson ImmunoResearch) were used. See also Supplemental Table 1.

#### Culture media.

RPMI-1640 + l-glutamine (Corning/Gibco), Penicillin Streptomycin l-glutamine (Life Technologies), HEPES buffer (10 mM)(Life Technologies), β-mercaptoethanol (55 mM) (Gibco), sodium pyruvate (1 mM) (Life Technologies), nonessential amino acids (Life Technologies), and 10% heat-inactivated FBS (Omega Scientific) were used.

### Flow cytometry

Cells were analyzed on a BD LSRFortessa and sorted on a BD FACSAria. Data analysis was performed using FlowJo (v9.9.6 or v10.7.1) software (BD).

### Intracellular staining to detect aCasp3

Following in vitro stimulation, cells were permeabilized and stained with APC-aCasp3, according to the manufacturer’s protocol (BD Cytofix/Cytoperm kit).

### FOXP3 staining

FOXP3 staining was performed utilizing a FOXP3/transcription factor buffer set (eBioscience) with APC or FITC anti-FOXP3 (clone number FJK-16s), as per manufacturer’s instructions. See also Supplemental Table 1.

### Intracellular staining to detect IL-2

Splenocytes were stimulated with plate-bound anti-CD3 Ab for 20 hours followed by a 4-hour treatment with 20 ng/mL of PMA (MilliporeSigma) and 1 μM of ionomycin (Calbiochem) and protein transport inhibitor cocktail (eBioscience) per manufacturer’s protocol. Following in vitro stimulation, cells were permeabilized and stained, according to the manufacturer’s protocol (BD Cytofix/Cytoperm kit).

### Intracellular staining to detect NUR77

Following 2-hour in vitro stimulation with 20 ng/mL of PMA and 1 μM of ionomycin, cells were fixed in a final concentration of 4% paraformaldehyde for 10 minutes, permeabilized at −20°C with 100% methanol for 30 minutes, and, following washes and rehydration, stained with primary antibody for 60 minutes at 20°C (room temperature).

### LIVE/DEAD staining

LIVE/DEAD Fixable Near-IR Dead Cell Stain kit (Invitrogen) was used. Reagent was reconstituted in DMSO as per manufacturer’s instructions, then diluted 1:1000 in PBS, and cells were stained at a concentration of 1 × 10^6^ cells /100 μL on ice for 15 minutes.

### In vitro T cell culture and stimulation

Flat-bottom, 96-well plates were coated with varying doses of anti-CD3 with or without 2 mg/mL anti-CD28 at 4°C overnight. Splenocytes, lymphocytes, or thymocytes were harvested into single-cell suspension. Splenocytes were subjected to red cell lysis using ACK buffer. Cells were plated at a concentration of 5 × 10^5^ cells/100 μL complete RPMI media (Corning) in antibody-coated, flat-bottom, 96-well plates for varying times.

### BM chimeras

Host mice were irradiated with 2 doses of 5.3 Gy, 4 hours apart, and injected on the same day IV with a total of 2 × 10^6^ donor BM cells at varying ratios (1:1 or 1:5 or without mixture, as noted). Chimeras were sacrificed 6–14 weeks after irradiation for downstream analyses.

### CD4^+^ T cell purification

CD4^+^ T cell purification was performed utilizing magnetic-activated cell sorting separation, per the manufacturer’s instructions. In brief, pooled spleens and/or lymph nodes were prepared utilizing the CD4^+^ T Cell Isolation Kit (Miltenyi Biotec) and purified by negative selection through an LS column (Miltenyi Biotec). Purified CD4^+^ T cells were then subjected to in vitro culture.

### Phospho-flow

Splenocytes were rested at 37°C in serum-free RPMI for 30 minutes. Cells were then stimulated with 10 μg/mL of anti-CD3 (clone 2c11) for 30 seconds followed by 50 μg/mL of anti–Armenian hamster cross-linking antibody for 2 minutes or PMA for 2 minutes. Stimulated cells were fixed with 2% paraformaldehyde and permeabilized with methanol at –20°C overnight. Cells were stained with surface markers and pErk at 20°C.

### RNA sequencing

DKO and WT CD25^–^CD4^+^ T cells were sorted from competitive chimeras to identify either naive (CD44^lo^CD62L^hi^CD73^lo^FR4^lo^) or anergic (CD44^hi^CD62L^lo^CD73^hi^FR4^hi^) populations. Cell populations were sorted directly into RLT + 1% β-mercaptoethanol (BME) buffer. In parallel, sorted naive CD4^+^ T samples were stimulated ex vivo with 8 μg/mL plate-bound anti-CD3 and 2 μg/mL anti-CD28 for 3 hours and lysed in RLT/BME buffer. Libraries were generated by Emory Integrated Genomics Core (EIGC): RNA was isolated using the Quick-RNA MicroPrep kit (Zymo, 11-328M). A total of 2000 cells’ equivalent of RNA was used as input for SMART-seq v4 Ultra Low Input cDNA Synthesis kit (Takara, 634888), and 200 pg of cDNA was used to generate sequencing libraries with the NexteraXT kit (Illumina, FC-121-10300). Libraries were pooled at equimolar ratios and sequenced on the NovaSeq6000 with a PE100 configuration using a NovaSeq 6000 SP Reagent Kit. FASTQ files were trimmed for adapters and low-quality base pairs using Fastp (59), then aligned to mouse genome assembly mm10 using STAR (60). FeatureCounts (61) was used to obtain read count data, and a paired differential expression analysis comparing samples from the same chimeras was performed with edgeR (62). Heatmaps and PCA plots were generated using the ClustVis online tool (https://biit.cs.ut.ee/clustvis/) (63). GSEA was performed with GSEA (v4.1.0) software (UCSD and Broad Institute; ref. 64, 65). FASTQ and TPM data are publicly available (NCBI Gene Expression Omnibus accession number: GSE178782) and Supplemental Data 1 contains analyses.

### ELISA for IL-2 detection

Purified lymph node CD4^+^ T cells were cultured on an anti-CD3/28–coated plate at 1 × 10^5^ cells/well. Plates were spun and supernatants were harvested after 24 hours or 48 hours. IL-2 concentrations in supernatants were measured using a commercial ELISA kit, per the manufacturer’s instructions (R&D Systems). In brief, 96-well plates were coated with 1 μg/mL of capture anti–IL-2 antibody. Supernatants were diluted serially, and IL-2 was detected with detection anti–IL-2 antibody. ELISA plates were developed with a mixture of tetramethylbenzidine and peroxidase, then stopped with 2N sulfuric acid. Absorbance was measured at 450 nm using a spectrophotometer (SpectraMax M5; Molecular Devices).

### ELISA for serum anti-dsDNA

Serum was harvested from blood collected by lateral tail vein sampling or cardiac puncture postmortem. Serum anti-dsDNA titer was measured with a commercial ELISA kit, per the manufacturer’s instructions (Alpha Diagnostic International). In brief, sera were added to plates coated with dsDNA. Anti-dsDNA titer was detected with anti-IgG-HRP. ELISA plates were developed, and absorbance was measured as described above.

### ANA

Serum ANA was detected with NOVA Lite HEp-2 ANA Substrate Slide as per manufacturer’s instructions except for using FITC-conjugated donkey anti-mouse IgG secondary antibody. Images were captured with a Zeiss Axio Imager M2 widefield fluorescence microscope. Images were processed with Zen Pro (Zeiss). To measure titer, serum was serially diluted 2-fold from 1:40 to 1:1280. HEp-2 ANA slides were stained with diluted serum. Images were read by a rheumatologist in a blinded manner, and titer was determined as the detectable lowest dilution of each sample.

### Statistics

Statistical analysis and graphs were generated using Prism v9 (GraphPad Software, Inc). Graphs show mean ± SEM unless otherwise stated. Student’s unpaired or paired *t* test was used to calculate the *P* values for all comparisons of 2 groups, and correction for multiple comparisons across time points or doses was then performed using the Holm-Šídák method. One-way or 2-way ANOVA with follow-up Tukey’s test or Dunnett’s test were performed when more than 2 groups were compared with one another. Fisher’s exact test was used to compare the difference in proportions of 2 groups. Significance was defined as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Study approval

All mice were housed in a specific pathogen–free facility at UCSF according to the university and NIH guidelines. The protocol for use of mice was reviewed and approved by UCSF Institutional Animal Care Use Committee.

## Author contributions

RH, HVN, JLM, and JZ conceived of and designed the experiments. RH, HVN, and JLM performed the experiments. RH, HVN, JLM, RM, and JZ analyzed the data. RH and JZ wrote the manuscript. RH, HVN, JLM, and JZ edited the manuscript.

## Supplementary Material

Supplemental data set 1

Supplemental data set 2

Supplemental table 1

## Figures and Tables

**Figure 1:**
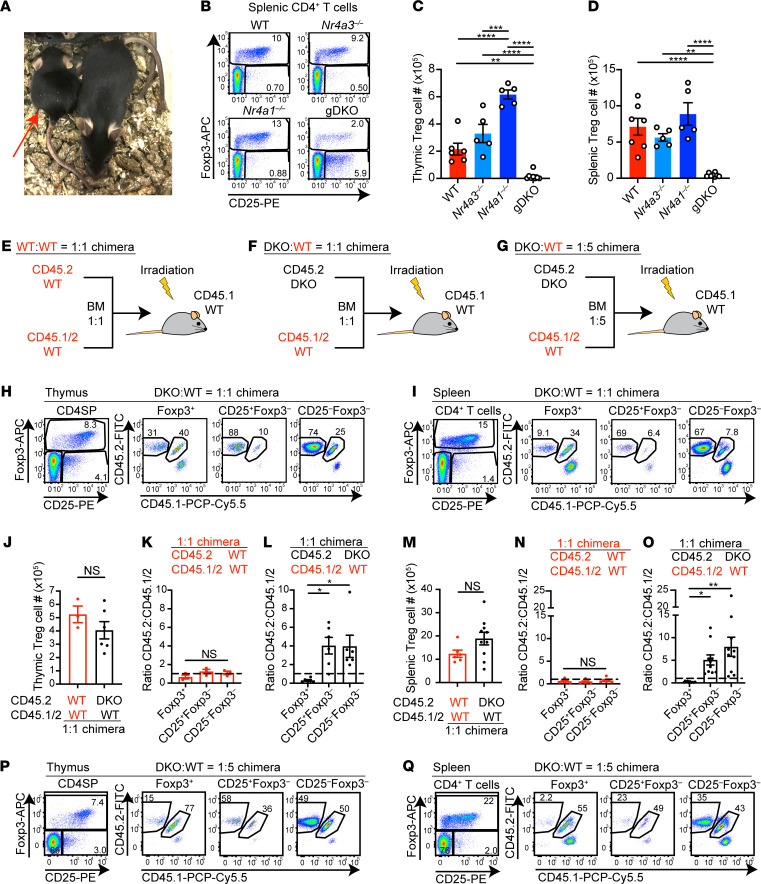
Systemic immune dysregulation and Treg deficiency in mice with germline deficiency of *Nr4a1* and *Nr4a3*. (**A**) *Nr4a1^–/–^Nr4a3^–/–^* (gDKO) mouse (red arrow) compared with healthy littermate, 4 weeks; representative of *n* = 8. (**B**) Flow plots show splenic CD4^+^ T cells with FOXP3^+^ Treg gate in mice of each genotype. Representative of 5 mice/genotype. (**C** and **D**) Quantification of thymic (**C**) and splenic (**D**) Treg cell number (*n* = 5, 3- to 4-week-old gDKO and 5- to 6-week-old mice with other genotypes). (**E**–**G**) Competitive BM chimera design. (**H** and **I**) Flow plots show thymic CD4 single-positive (CD4SP) (**H**) or splenic CD4^+^ T cell (**I**) subpopulations in 1:1 DKO:WT chimeras. Representative of 6 (**H**) or 10 (**I**) chimeras. (**J**–**O**) Quantification of thymic (**J**) or splenic (**M**) Treg cell number in 1:1 chimeras. Ratio of CD45.2 to CD45.1/2 for thymic (**K** and **L**) or splenic (**N** and **O**) Treg, CD25^+^FOXP3^–^, and CD25^–^FOXP3^–^ cells in 1:1 chimeras, normalized to double-positive (DP) thymocytes. *n* = 3 (**J**–**L**) or 6 (**M**–**O**), pooled from 2 sets of independently generated chimeras 6–10 weeks posttransplant. (**P** and **Q**) Flow plots show thymic CD4SP (**P**) or splenic CD4^+^ T cell (**Q**) subpopulations in 1:5 DKO:WT chimera. Representative of ≥3 chimeras from 1 chimera setup. Graphs depict mean ± SEM. Statistical significance was assessed by 1-way ANOVA with Tukey’s test (**C**, **D**, **K**, **L**, **N**, and **O**) or 2-tailed unpaired Student’s *t* test (**J** and **M**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. NS, not significant.

**Figure 2:**
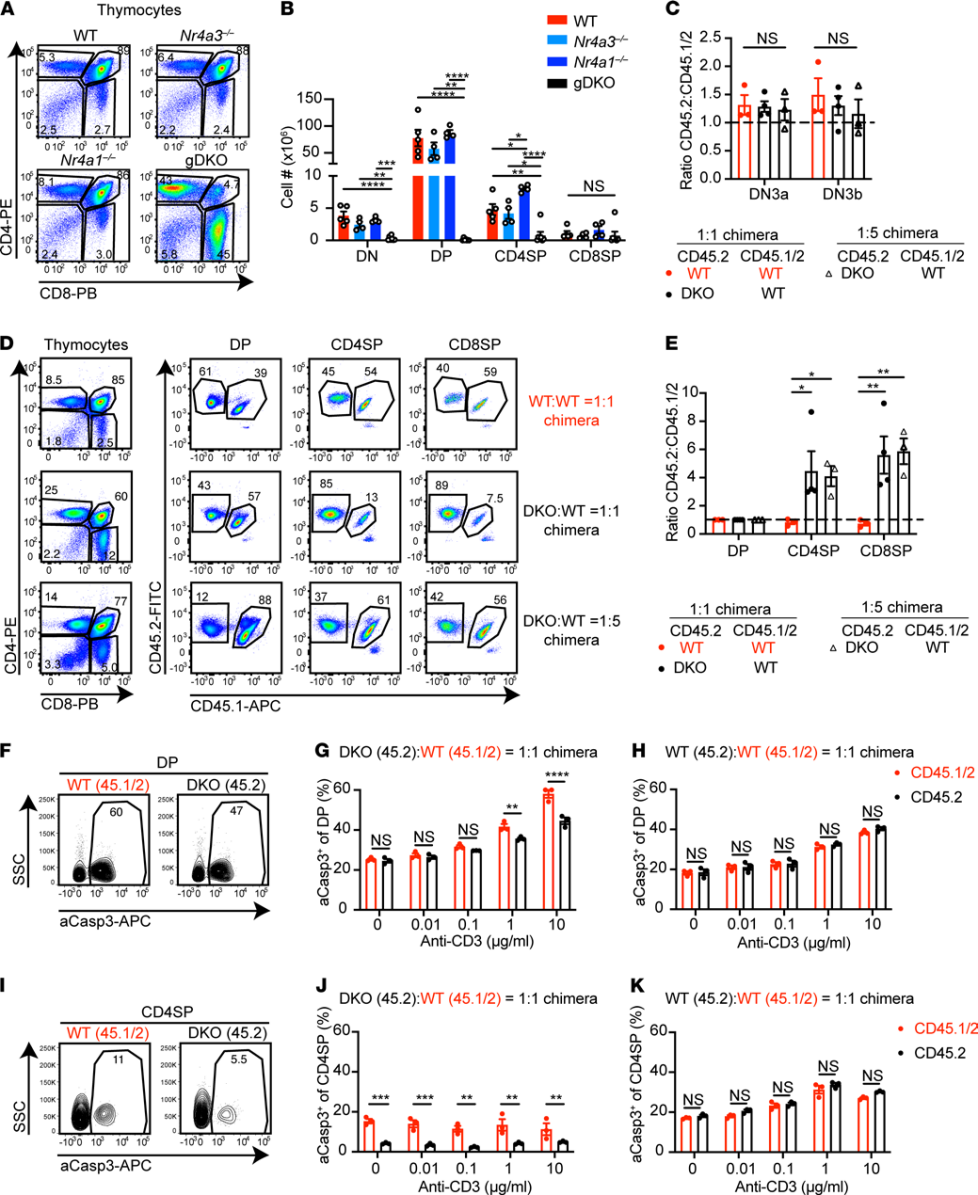
DKO thymocytes have a cell-intrinsic defect in negative selection. (**A**) Flow plots show thymic subsets in WT, *Nr4a3^–/–^*, *Nr4a1^–/–^*, and gDKO mice. Representative of *n* ≥ 4 mice/genotype. (**B**) Quantification of thymic subset cell number as gated in **A**; (*n* ≥ 4, 3 to 4-week-old gDKO and 5- to 6-week-old mice of other genotypes). (**C**) Ratio of CD45.2 to CD45.1/2 thymocytes among thymic DN3a and DN3b subsets (as gated in Supplemental Figure 2B), normalized to DN2 subset (*n* = 3–4 chimeras). (**D**) Flow plots show thymic subsets in competitive chimeras. Representative of ≥3 mice/genotype. (**E**) Ratio of CD45.2 to CD45.1/2 thymic subsets as gated in **D** normalized to DP subset (*n* ≥ 3). Data in **C**–**E** were from 6 to 7 weeks posttransplant chimeras pooled from 3 sets of independently generated chimeras. (**F**–**K**) Thymocytes from 1:1 DKO:WT chimeras were cultured with varying doses of plate-bound anti-CD3 and 2 μg/mL of anti-CD28 for 24 hours. Cells were stained to detect CD4/CD8 surface markers, followed by permeabilization and detection of active Caspase3 (aCasp3). Representative plots show aCasp3 expression in WT CD45.1/2 and DKO CD45.2 DP (**F**) and CD4SP (**I**) thymocytes from 1:1 DKO chimeras cultured with 10 μg/mL anti-CD3. Quantification percentage aCasp3^+^ cells among DP (**G** and **H**) or CD4SP (**J** and **K**) in 1:1 DKO:WT (**G** and **J**) or 1:1 WT:WT (**H** and **K**) chimeras (*n* = 3 from 1 chimera setup). Graphs depict mean ± SEM. Statistical significance was assessed by 1-way (**B**) or 2-way (**C** and **E**) ANOVA with Tukey’s test or 2-tailed unpaired Student’s *t* test with the Holm-Šídák method (**G**, **H**, **J**, and **K**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. NS, not significant.

**Figure 3:**
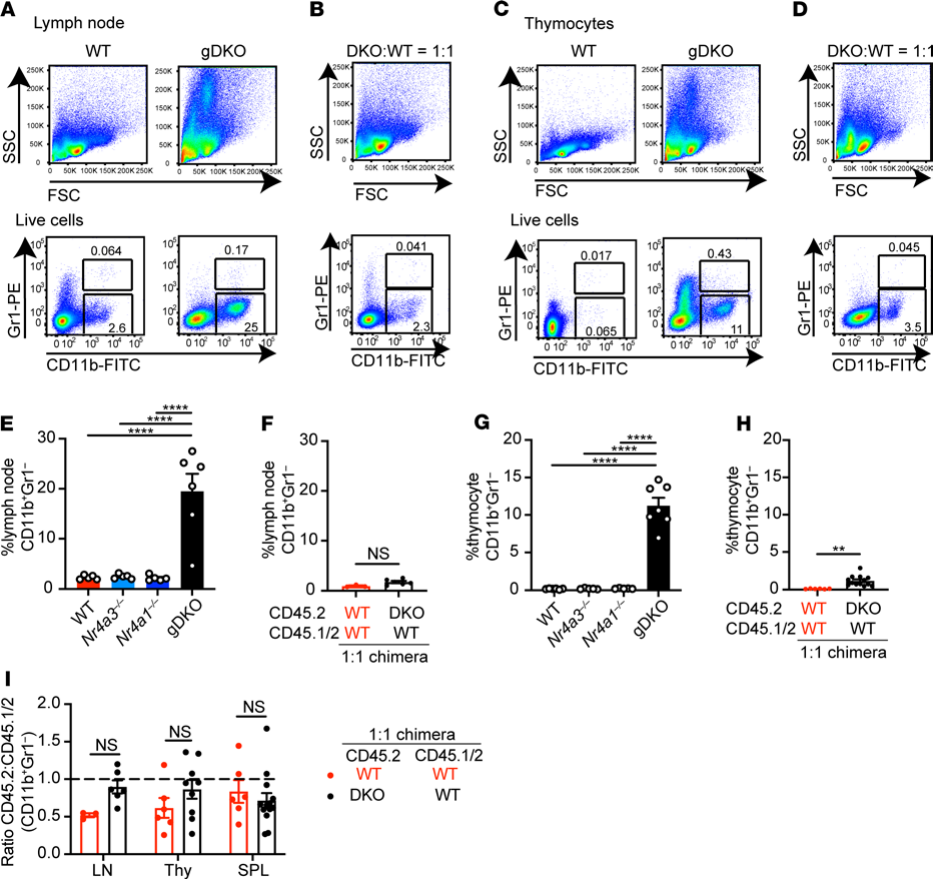
Myeloproliferative disorder in DKO mice is a non–cell-autonomous effect of NR4A deficiency. (**A**–**D**) Lymph node cells (**A** and **B**) and thymocytes (**C** and **D**) from WT and gDKO mice (**A** and **C**) or 1:1 DKO:WT chimeras (**B** and **D**) were stained to detect CD11b and Gr1 (Ly6G/Ly6C) expression. Shown are representative plots of ≥ 5 mice. (**E**–**H**) Quantification of CD11b^+^Gr1^–^ cells in lymph nodes (**E** and **F**) and thymocytes (**G** and **H**) from WT, *Nr4a3^–/–^*, *Nr4a1^–/–^*, and gDKO mice (**E** and **G**) (*n* ≥ 5, 3- to 4-week-old gDKO and 5- to 6-week-old mice of other genotypes) and from WT:WT = 1:1 and DKO:WT = 1:1 chimeras (**F** and **H**) (*n* ≥ 3 pooled from 2 sets of independently generated chimeras). (**I**) Ratio of CD45.2 to CD45.1/2 for CD11b^+^Gr1^–^ cells in lymph nodes, thymus, and spleen from WT:WT = 1:1 and DKO:WT = 1:1 chimera (*n* ≥ 3 pooled from 2 sets of independently generated chimeras). Graphs depict mean ± SEM. Statistical significance was assessed by 1-way ANOVA with Tukey’s test (**E** and **G**), 2-tailed unpaired Student’s *t* test with (**I**) or without (**F** and **H**) the Holm-Šídák method. **P < 0.01; ****P < 0.0001. NS, not significant.

**Figure 4:**
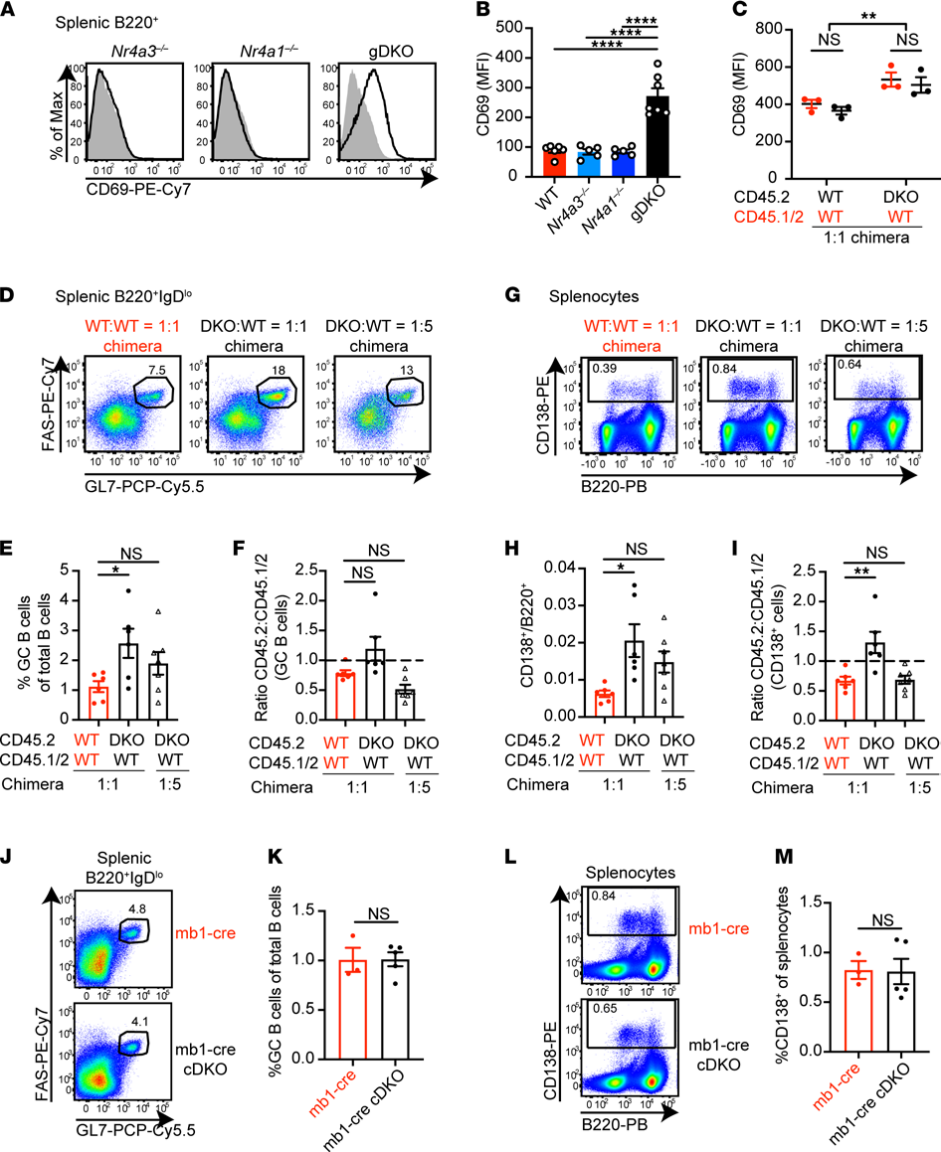
Abnormal B cell homeostasis in DKO mice is a non–cell-autonomous effect of NR4A deficiency. (**A**) Representative flow plots showing CD69 expression on splenic B cells from WT (shaded gray histogram) and overlaid *Nr4a3^–/–^*, *Nr4a1^–/–^*, or gDKO mice. (**B**) Quantification of CD69 MFI as in **A** (data in **A** and **B** represent *n* ≥ 5, 3- to 4-week-old gDKO and 5- to 6-week-old mice of other genotypes). (**C**) Quantification of CD69 MFI on splenic B cells of each donor genotype in competitive 1:1 chimeras (*n* = 3 from 1 chimera setup). (**D** and **G**) Representative flow plots show FAS^hi^GL7^+^ GC B cells pregated on B220^+^IgD^lo^ splenocytes (**D**) and CD138^+^ splenocytes (**G**) from competitive chimeras. (**E**–**I**) Frequency of GC B cells among total B cells (**E**), ratio of CD45.2 to CD45.1/2 GC B cells normalized to B220^+^IgD^hi^ naive B cells (**F**), ratio of CD138^+^ to B220^+^ splenocytes (**H**), ratio of CD45.2 to CD45.1/2 CD138^+^ cells normalized to B220^+^CD138^–^ cells (**I**) from competitive chimeras as gated in **D** and **G** (data in **D**–**I** represent *n* ≥ 6 pooled from 3 sets of independently generated chimeras). (**J**–**M**) Representative flow plots show GC B cells (**J**) and CD138^+^ cells (**L**) in spleen from host chimeras transplanted with either mb1-cre or mb1-cre *Nr4a1^fl/fl^ Nr4a3^–/–^* (cDKO) BM after 40 weeks. Frequency of GC B cells among total B cells (**K**) and CD138^+^ cells among splenocytes (**M**) (*n* ≥ 3). Graphs depict mean ± SEM. Statistical significance was assessed by 1-way ANOVA with Tukey’s test (**B**) or Dunnett’s test (**E**, **F**, **H**, and **I**) or 2-tailed unpaired Student’s *t* test with (**C**) or without (**K** and **M**) the Holm-Šídák method. *P < 0.05; **P < 0.01; ****P < 0.0001. NS, not significant.

**Figure 5:**
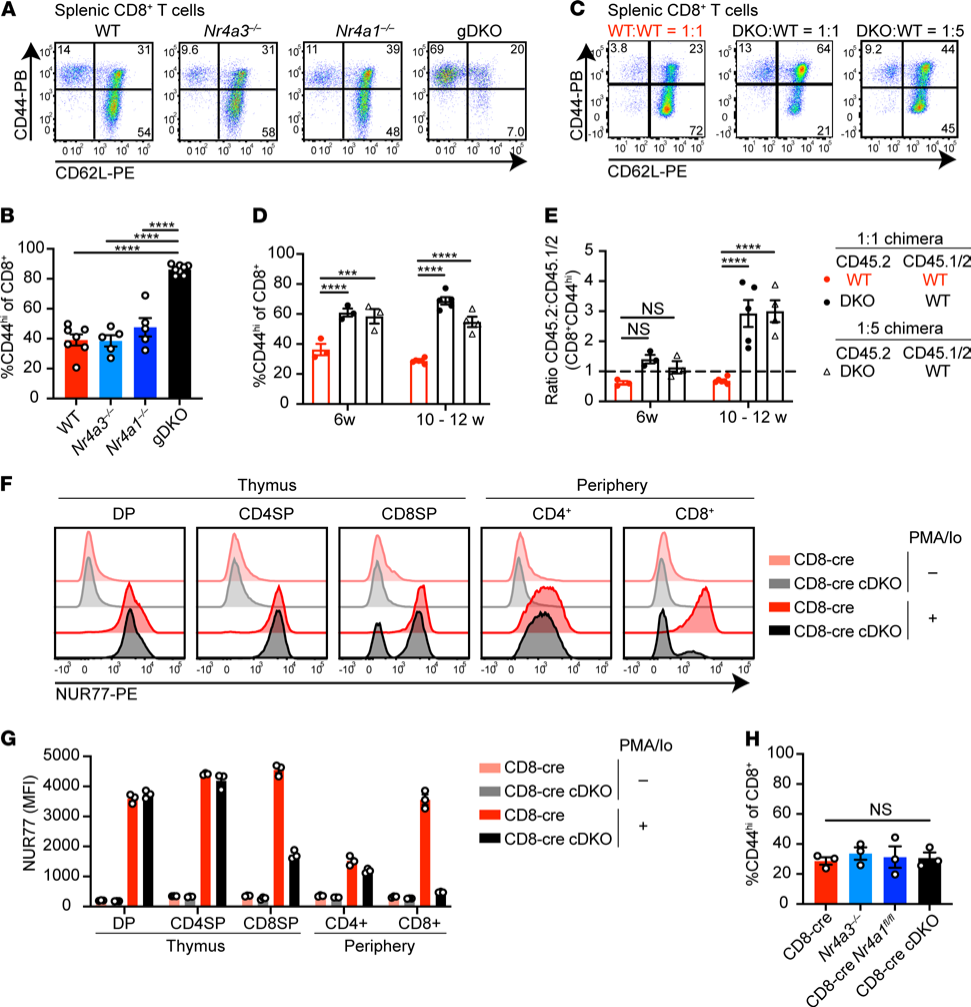
Reconstitution of WT Treg compartment does not restore CD8^+^ T cell homeostasis in competitive chimeras. (**A**) Splenocytes from WT, *Nr4a3^–/–^*, *Nr4a1^–/–^*, and gDKO mice were stained to detect CD8^+^ T cell subsets on the basis of CD44 and CD62L expression. Plots are representative of ≥5 mice/genotype. (**B**) Quantification of splenic CD44^hi^CD8^+^ T cells as gated in **A** (*n* ≥ 5, 3- to 4-week-old gDKO and 5- to 6-week-old mice of other genotypes). (**C**) Flow plots showing the peripheral CD8^+^ T cell subsets in competitive chimeras, as described for **A** above. Representative of ≥7 chimeras of each type. (**D**) Quantification of splenic CD44^hi^CD8^+^ T cells from chimeras as gated in **C** at varied time points posttransplant (*n* ≥ 3). (**E**) Ratio of CD45.2 to CD45.1/2 for CD8^+^CD44^hi^ population as gated in **C**, normalized to naive CD8^+^CD44^lo^CD62L^hi^ gate (*n* ≥ 3). Data in **C**–**E** pooled from 2 sets of independently generated chimeras. (**F** and **G**) Thymocytes and splenocytes from CD8-cre and CD8-cre *Nr4a1^fl/fl^ Nr4a3^–/–^* (cDKO) mice were stimulated with PMA and ionomycin (PMA/Io) for 2 hours. Flow plots show intracellular NUR77 expression following fixation and permeabilization within thymic and splenic T cell subsets (**F**). Quantification of NUR77 MFI in T cell subsets (**G**) (*n* = 3 mice/genotype). (**H**) Quantification of splenic CD8^+^CD44^hi^ T cells from CD8-cre, *Nr4a3^–/–^*, CD8-cre *Nr4a1^fl/fl^*, and CD8-cre cDKO mice (*n* = 3 mice/genotype). Graphs depict mean ± SEM. Statistical significance was assessed by 1-way ANOVA with Tukey’s test (**B** and **H**) or 2-way ANOVA with Dunnett’s test (**D** and **E**). ***P < 0.001; ****P < 0.0001. NS, not significant.

**Figure 6:**
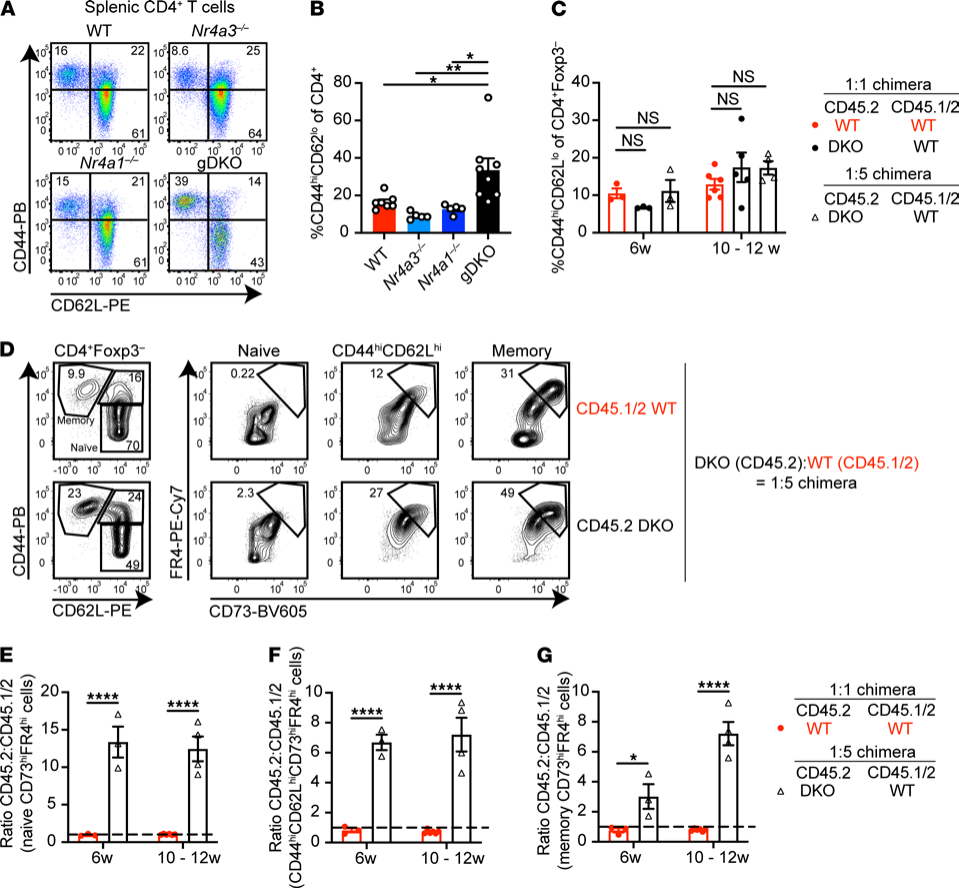
Accumulation of anergic DKO CD4^+^ T cells in competitive chimeras. (**A**) Splenocytes from WT, *Nr4a3^–/–^*, *Nr4a1^–/–^*, and gDKO mice were stained to detect CD4^+^ T cell subsets on the basis of CD44 and CD62L expression. Plots are representative of ≥5 mice/genotype. (**B**) Quantification of splenic CD4^+^CD44^hi^CD62L^lo^ T cells as gated in **A** (*n* ≥ 5, 3- to 4-week-old gDKO and 5- to 6-week-old mice of other genotypes). (**C**) Quantification of splenic FOXP3^–^CD4^+^CD44^hi^CD62L^lo^ T cells as gated in Supplemental Figure 6A from competitive chimeras at indicated time points posttransplant (*n* ≥ 3, pooled from 2 sets of independently generated chimeras). (**D**) Splenocytes from 12 weeks posttransplant DKO:WT = 1:5 chimera were stained to detect anergic T cell subsets. Flow plots depict CD73^hi^FR4^hi^ (anergic) T cells within CD44^lo^CD62L^hi^ (naive), CD44^hi^CD62L^hi^, and CD44^hi^CD62L^lo^ (memory) compartments of CD4^+^FOXP3^–^ cells of each donor genotype. Representative of 7 chimeras, generated in 1 set. (**E**–**G**) Ratio of CD45.2 to CD45.1/2 within CD73^hi^FR4^hi^ gate among naive (**E**), CD44^hi^CD62L^hi^ (**F**), or memory (**G**) CD4^+^ T cell compartments, as gated in **D**. Shown are WT:WT = 1:1 and DKO:WT = 1:5 chimeras at indicated time points posttransplant (*n* ≥ 3 pooled from 2 sets of independently generated chimeras). Ratios were normalized to naive CD4^+^ T cells. Graphs depict mean ± SEM. Statistical significance was assessed by 1-way (**B**) ANOVA with Tukey’s test, 2-way ANOVA with Dunnett’s test (**C**), or 2-tailed unpaired Student’s *t* test with the Holm-Šídák method (**E**–**G**). *P < 0.05; **P < 0.01; ****P < 0.0001. NS, not significant.

**Figure 7:**
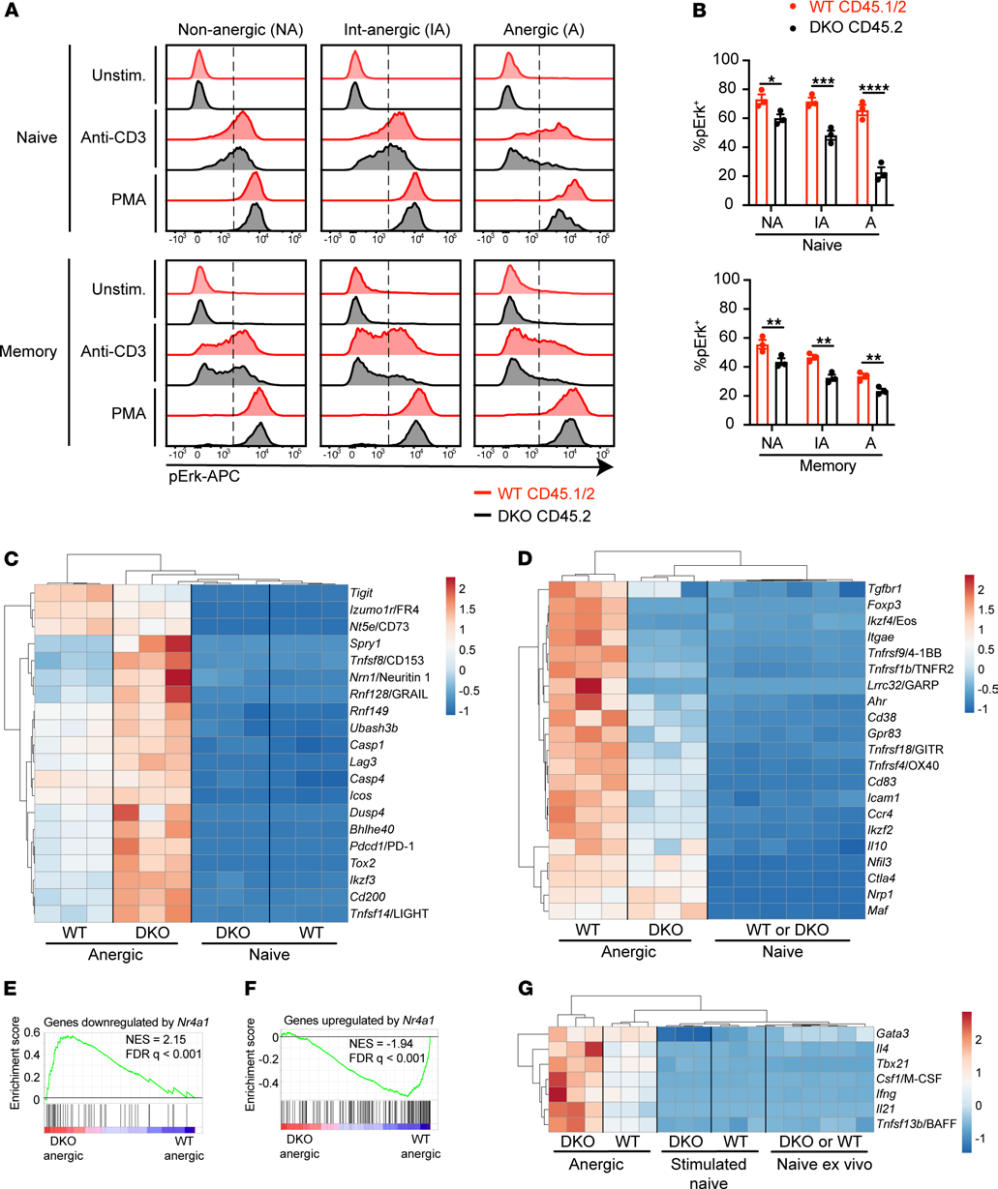
Functional and transcriptional characteristics of anergic CD4^+^ T cells in competitive chimeras. (**A**) Splenocytes from DKO:WT = 1:5 chimera were stimulated with anti-CD3 for 30 seconds followed by secondary cross-linking antibody for 2 minutes, or alternatively with PMA for 2 minutes. Cells were fixed, permeabilized, and then stained to detect surface markers, FOXP3, and phosphorylated Erk (p-Erk). Representative histograms showing intracellular p-Erk expression in nonanergic (CD73^lo^FR4^lo^; NA), intermediate anergic (CD73^int^FR4^int^; IA), or anergic (CD73^hi^FR4^hi^; A) among naive (CD44^lo^CD62L^hi^) or memory (CD44^hi^CD62L^lo^) CD4^+^ T cells gated as in Supplemental Figure 7A. Dashed line shows the threshold of positive gate. Plots are representative of *n* = 6 mice. (**B**) Quantification of %pErk^+^ as in **A** above (*n* = 3 biological replicates, representative of *n* = 2 independent experiments from 1 chimera setup). Graphs depict mean ± SEM. Statistical significance was assessed by 2-tailed unpaired Student’s *t* test with the Holm-Šídák method. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. (**C** and **D**) Naive or anergic CD4^+^ T cells from CD45.1 (WT) or CD45.2 (DKO) cells gated as in Supplemental Figure 7E were sorted directly into buffer RLT for RNA sequencing. ClustVis heatmaps depict expression of selected genes associated with anergy (**C**) or Tregs (**D**). (**E** and **F**) GSEA plots for the genes downregulated (**E**) or upregulated (**F**) by *Nr4a1* (17) against differentially expressed genes (DEGs) in DKO and WT anergic cells. DEGs were defined as genes upregulated in DKO compared with WT anergic cells with *P* < 0.05. NES, normalized enrichment score; FDR, false discovery rate. (**G**) Heatmap shows expression of selected inflammatory mediators.

**Figure 8:**
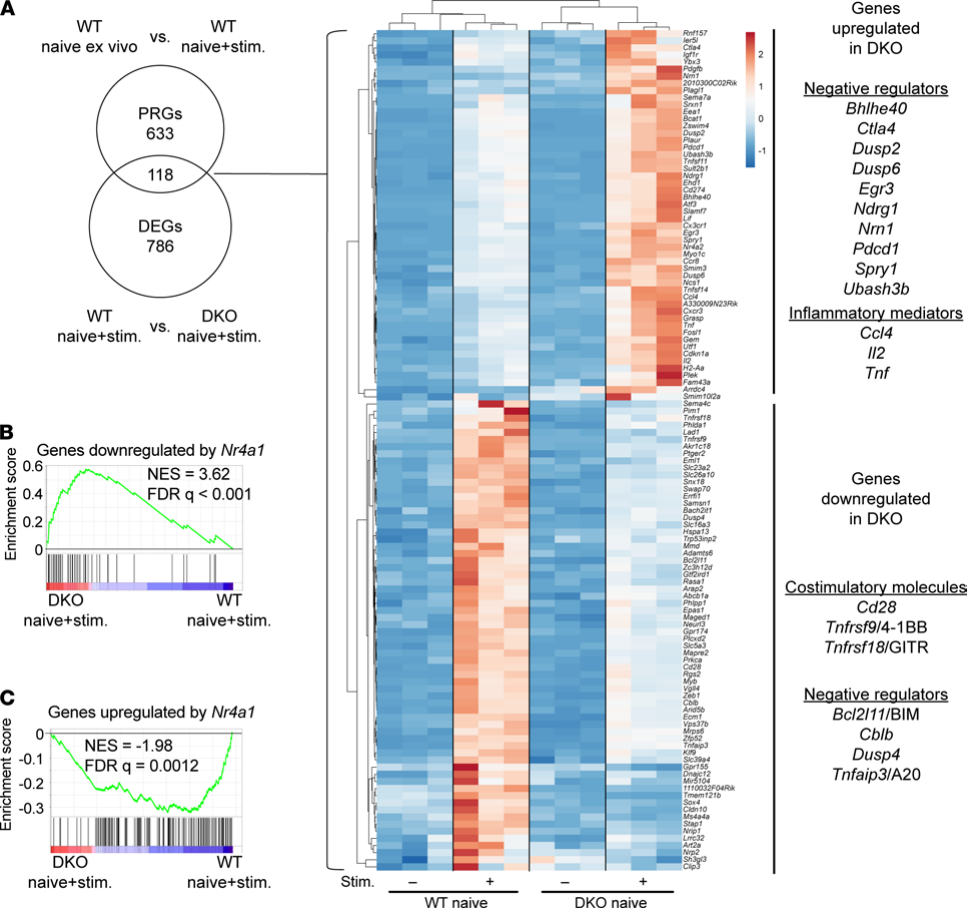
Transcriptional targets of NR4A family in acutely stimulated naive CD4^+^ T cells. (**A**) ClustVis heatmap shows overlap PRGs and DEGs in TCR-stimulated naive CD4^+^ T cells. PRGs defined as genes upregulated in stimulated WT naive CD4^+^ T cells relative to ex vivo with FDR < 0.05, log CPM > 1, and log_2_ fold change > 1.5. DEGs were defined as in Figure 7. (**B** and **C**) GSEA plots for the genes downregulated (**B**) or upregulated (**C**) by *Nr4a1* (17) against DEGs in DKO and WT stimulated naive CD4^+^ T cells.

**Figure 9:**
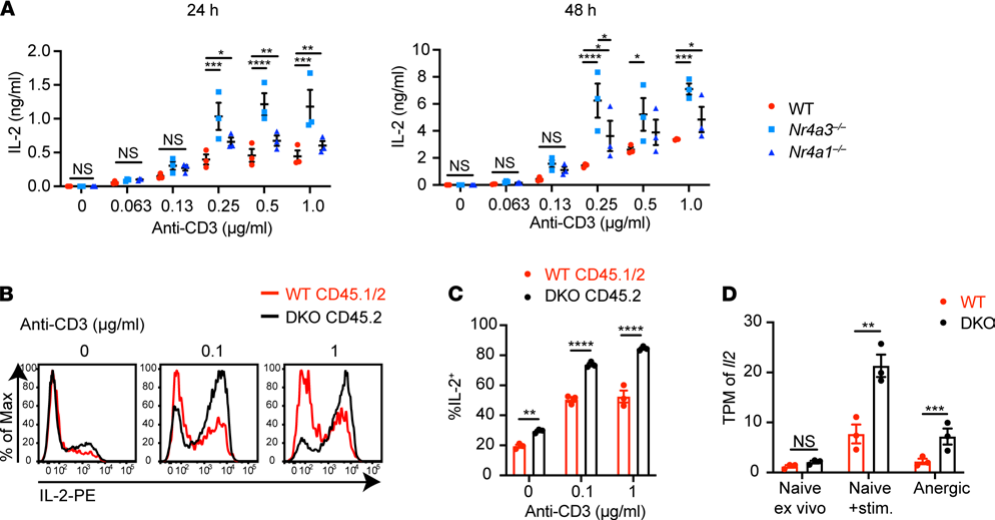
NR4A family negatively regulates IL-2 production in CD4^+^ T cells. (**A**) CD4^+^ T cells were isolated by negative selection from lymph nodes and cultured in plates coated with indicated dose of anti-CD3 + anti-CD28 for 24 hours (left) or 48 hours (right). IL-2 concentration in supernatant was measured with ELISA (*n* = 3 biological replicates). (**B**) Lymph node cells from 10 weeks posttransplant DKO:WT = 1:1 chimera were cultured in plates coated with indicated doses of anti-CD3 for 20 hours. Then cells were restimulated with PMA, ionomycin, and brefeldin for an additional 4 hours. Representative histograms of 3 mice showing intracellular IL-2 in CD4^+^ cells of each donor genotype. (**C**) Quantification of %IL-2^+^ as described for **B** above (*n* = 3 biological replicates from 1 chimera setup). (**D**) Transcripts per million (TPM) of *Il2* detected with RNA sequencing in WT and DKO cells sorted as described. Graphs depict mean ± SEM. Statistical significance was assessed by 2-way ANOVA with Tukey’s test (**A**), 2-tailed unpaired Student’s *t* test with the Holm-Šídák method (**C**), or a paired differential expression analysis with EdgeR comparing samples from the same chimeras (**D**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. NS, not significant.

**Figure 10:**
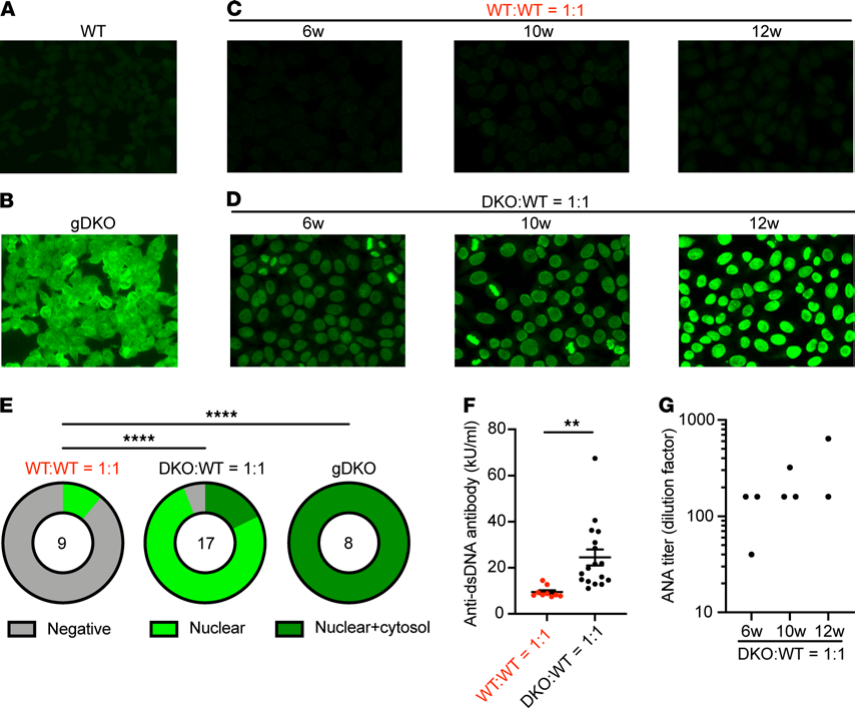
Restoring the Treg compartment in competitive chimeras alters autoantibody repertoire but does not restore tolerance. (**A**–**D**) ANA immunofluorescence images — 1:40 diluted serum of indicated mice was applied to Hep-2 substrate slides, washed, and stained with FITC–anti–mouse IgG. Original magnification, 20×. Images are representative of biological replicates as quantified below (**E** and **G**). (**E**) Graphs depict frequency of negative, nuclear, or nuclear+cytoplasmic Hep-2 cell staining patterns in WT:WT = 1:1 chimera, DKO:WT = 1:1 chimera, and gDKO (1:40 dilution). Data include analysis of serum from 2 sets of independently generated chimeras 6 to 12 weeks posttransplant. Statistical significance was assessed by Fisher’s exact test. ****P < 0.0001. (**F**) Quantification of anti-dsDNA antibody from *n* = 9 WT:WT 1:1 chimeras and *n* = 17 DKO:WT 1:1 chimeras determined by ELISA, pooled from 2 sets of individually generated chimeras. Statistical significance was assessed by 2-tailed unpaired Student’s *t* test. **P < 0.01. (**G**) ANA titer determined with serial 2-fold dilution of serum from chimeras at indicated time points posttransplant stained as in **A**–**D**.

## Version 1 08/03/2021

In-Press Preview

## Version 2 09/08/2021

Electronic publication

# Supplementary material for: NR4A family members regulate T cell tolerance to preserve immune homeostasis and suppress autoimmunity
**Source:** JCI Insight. 2021 Sep 8;6(17):e151005. doi: 10.1172/jci.insight.151005
**Supplement:** Supplemental table 1

Antibodies for surface markers:

Antibody	Clone	Vendor	Catalog number
Rat Anti-Mouse CD45R (B220) Pacific Blue	RA3-6B2	BD Pharmingen	558108
Rat Anti-Mouse CD45R (B220) Pacific Blue	RA3-6B2	Tonbo Biosciences	65-0452-U100
Rat Anti-Mouse CD3e PE	145-2C11	Tonbo Biosciences	50-0031-U100
Rat Anti-Mouse CD8a PerCPCy5.5	GK1.5	Southern Biotech	1540-09L
Rat Anti-Mouse CD4 BUV395	GK1.5	BD Pharmingen	563790
Rat Anti-Mouse CD8a Pacific Blue	53-6.7	BD Pharmingen	558106
Rat Anti-Mouse CD8a PECy7	53-6.7	Tonbo Biosciences	60-0081
Rat Anti-Mouse CD8a PerCPCy5.5	53-6.7	Tonbo Biosciences	65-1886-U100
Rat Anti-Human/Mouse CD11b FITC	M1/70	Tonbo Biosciences	35-0112
Rat Anti-Human/Mouse CD11b PE	M1/70	BD biosciences	553311
Hamster Anti-/Mouse CD11c PE	HL3	BD biosciences	553802
Rat Anti-Mouse CD19 PE	6D5	BioLegend	115508
Rat Anti-Mouse CD21 FITC	7G6	BD biosciences	553818
Rat Anti-Mouse CD23 PECy7	B3B4	eBioscience	25-0232-82
Rat Anti-Mouse CD25 APC	PC61	BioLegend	102012
Rat Anti-Mouse CD25 PE	PC61.5	Tonbo Biosciences	50-0251-U100
Rat Anti-Mouse CD44 Pacific Blue	IM7	BioLegend	103020
Rat Anti-Mouse CD44 BV421	IM7	BD biosciences	563970
Mouse Anti-Mouse CD45.1 PerCPCy5.5	A20	Tonbo Biosciences	65-0453-U100
Mouse Anti-Mouse CD45.1 APC	A20	eBioscience	17-0453-82
Mouse Anti-Mouse CD45.1 FITC	A20	BD Pharmingen	553775
Mouse Anti-Mouse CD45.1 PE	A20	Tonbo Biosciences	50-0453-U-100
Mouse Anti-Mouse CD45.2 PECy7	104	Tonbo Biosciences	60-0454-U100
Mouse Anti-Mouse CD45.2 Pacific Blue	104	BioLegend	109820
Mouse Anti-Mouse CD45.2 FITC	104	BD Pharmingen	553772
Mouse Anti-Mouse CD45.2 BV737	104	BD biosciences	612778
Rat Anti-Mouse CD62L PE	MEL-14	eBioscience	12-0621-83
Rat Anti-Mouse CD62L BV711	MEL-14	BioLegend	104445
Rat Anti-Mouse CD69 PECy7	H1.2F3	BioLegend	104502
Rat Anti-Mouse CD73 BV605	TY/11.8	BioLegend	127215
Rat Anti-Mouse CD86 Pacific Blue	GL-1	BioLegend	105022
Rat Anti-Mouse CD93 (AA4.1)	AA4.1	eBioscience	17-5892-82
Rat Anti-Mouse CD138 PE	281-2	BioLegend	142504
Hamster Anti-Mouse CD95 (Fas) PECy7	Jo2	BD Pharmingen	557653
Rat Anti-Mouse CD185 (CXCR5) BV605	L138D7	BioLegend	145513
Rat Anti-Mouse FR4 (Folate Receptor 4) PECy7	12A5	BioLegend	125012
Hamster Anti-Mouse $\gamma\delta$ TCR PE	GL3	BD Biosciences	553178
Rat Anti-Mouse GL7 PerCPCy5.5	GL7	BioLegend	144610
Rat Anti-Mouse Ly-6g (Gr1) PE	1A8	BD Biosciences	551461
Rat Anti-Mouse IgD APC-eFluor 780	11-26c	eBioscience	47-5993-82
Rat Anti-Mouse MHC Class II APC	M5/114.15.2	Tonbo Biosciences	20-5321-U100
Rat Anti-Mouse NK-1.1 PE	PK136	BD Biosciences	553165
Rat Anti-Mouse CD279 (PD-1) PCPCy5.5	29F.1A12	BioLegend	135208
Rat Anti-Mouse CD49b (pan NK cell marker) PE	DX5	BD Biosciences	553858

Antibodies for intra-cellular staining

Antibody	Clone	Vendor	Catalog number
Rat Anti-Mouse Foxp3 APC	FJK-16s	eBioscience	17-5773-82
Rat Anti-Mouse Foxp3 FITC	FJK-16s	eBioscience	11-5773-82
Rabbit Anti-active Caspase-3 Alexa Fluor 647	C92-605	BD Biosciences	560626
Mouse Anti-Mouse NUR77 PE	12.14	eBioscience	12-5965-80
Rat Anti-Mouse IL-2 PE	JES6-5H4	eBioscience	12-7021-41
Rabbit Phospho-p44/42 MAPK (T202/Y204) unconjugated	197G2	Cell Signaling	4377S/4377L
Goat Anti-Rabbit IgG (H+L) APC	Polyclonal	Jackson ImmunoResearch Laboratories	111-005-144

Stimulatory Antibodies

Antibody	Clone	Vendor	Catalog number
Purified anti-mouse CD3 ϵ Antibody	2c11	BioLegend	100340
Purified anti-mouse CD28 Antibody	37.51	BioLegend	102102
AffiniPure Goat Anti-Armenian Hamster IgG (H+L)	Polyclonal	Jackson ImmunoResearch Laboratories	127-005-099

Secondary Antibody for the detection of anti-nuclear antibody

Antibody	Clone	Vendor	Catalog number
FITC Donkey Anti-Mouse IgG (H+L)	Polyclonal	Jackson ImmunoResearch Laboratories	715-095-150

How the deposited data were processed for this re-analysis (not part of the article)

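The deposited files hold read counts per gene, TPM per gene and the authors' own comparison tables for 18 libraries of mouse CD4+CD25– T cells. The authors trimmed reads with fastp, aligned them to mm10 with STAR and made the counts with featureCounts before deposition. The TPM were computed by the authors before deposition, and the gene lengths they used are not given in the sources used here. The log2 fold changes of the comparison tables were made by the authors with a paired edgeR analysis, as deposited. The p-values and FDR of those tables were likewise made by the authors with edgeR, as deposited. The values in these comparison tables were not used for any result here. The versions of fastp, STAR, featureCounts and the annotation are not given in the sources used here.

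The count table held 55401 entries, of which 117 had a blank name. Blank names carried 0.0654% to 0.136% of the counts of a library and were left out. Of the 55284 named entries, 53285 were found in GENCODE vM21, which gave the coordinates and Ensembl identifiers. The 33795 genes kept by edgeR's filterByExpr with the group as the factor were tested.

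The tests used R 4.3.3 and edgeR 4.0.16. Counts were scaled with TMM factors and fitted with glmQLFit in one design with 6 groups and the chimera as a block. Each comparison was tested with edgeR's quasi-likelihood test (glmQLFTest) on 33795 genes, and p-values were adjusted by Benjamini-Hochberg. An adjusted p under 0.05 is called a change. The standard error is the absolute log2 fold change divided by the square root of F. The prior count was 2. The common dispersion was 0.134 and the prior degrees of freedom 13.9. Levels are deposited TPM, given as mean ± SD over 3 chimeras. Directions in each chimera compare its own DKO and WT libraries on log2 CPM.

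The labels give the chimera of each library, and the paper states a paired analysis of samples from the same chimeras, so WT and DKO cells with the same number came from the same host. As a check, on log2 CPM with the group mean removed, the correlation was −0.471 to 0.878 (median −0.0448) over 45 pairs of libraries of one chimera and −0.829 to 0.776 (median 0.00519) over 90 pairs of different chimeras. Over the 9 pairs of WT and DKO libraries of one population and chimera it was −0.214 to 0.559 (median 0.183). The pairing rests on the labels and the paper, and a fit without the block was made for every result. Within each group, the libraries of 2 chimeras differed by more than counting noise, with a chi-square per gene of 6.96 to 43.6 over genes with 20 or more counts in the pair.

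The groups, comparisons, test, threshold, gene lists and main alternatives were fixed before the data were examined. The alternatives were a fit without the block, RLE factors, DESeq2 1.42.0, edgeR's likelihood ratio test, no low-count filter, a filter of logCPM over 1, only the groups compared, limma-trend (limma 3.58.1) on log2(TPM + 1), a fit without 690 immunoglobulin, TCR and sex-linked genes, leaving out each chimera, and the paper's unadjusted p. Leaving out the WT naive and WT stimulated libraries of chimera 12, and TMM factors from genes with logCPM over 1, were added after the values had been seen.

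In the self-test, negative binomial counts were drawn from the fitted means and dispersions, with the DKO libraries given the means of the WT libraries of the same chimera. Then 96 genes were changed by 1 and 95 by 2 on the log2 scale in the anergic libraries, and 96 and 98 in the stimulated ones. Over all changed genes, edgeR called 12.5% and 33.7% in anergic cells and 11.5% and 44.9% in stimulated cells. DESeq2 called 19.8% and 45.3%, and 16.7% and 54.1%. Unchanged genes called were 2 and 1 by edgeR, and 25 and 26 by DESeq2.

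Gene groups were 26 lists written from textbook knowledge of CD4 T cells, some members of which the paper also names, plus 4 sets of genes labelled in Figs. 7C, 7D, 7G and 8A. The lists were anergy and exhaustion, Tregs, Th1, Th2, Th17, T follicular helper, cytokines and chemokines, negative regulators of TCR signaling, immediate early and TCR activation genes, BCL-2 family, proliferation, naive and quiescent T cells, type I interferon response, cholesterol synthesis, glycolysis, ribosome biogenesis, stress response, B cells, plasma cells, CD8 and NK cells, γδ and NKT cells, myeloid cells, antigen-presenting cells, red cells, sex-linked genes and mitochondrial genes. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. Counts adjusted over the list alone use Benjamini-Hochberg within the list.

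Genes named in the text are those the paper names for these data or labels in the figures, those of the sort gate, up to 4 members of each list with the smallest adjusted p, and the called genes with the smallest adjusted p in each comparison (10 higher and 10 lower between genotypes in anergic and in stimulated cells, otherwise 5 and 5). The last had to have an absolute log2 fold change of at least 1, a logCPM over 1 and the same direction in 3 of 3 chimeras, and predicted genes known only by a clone or model name were passed over. The figures and the first entries of the paper's Tables 2 and 3 had been seen when this rule was written.

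PRGs follow the paper's definition. Overlap of the PRGs with the genotype comparison was set beside 20 simulations that share the WT stimulated libraries. Chance splits used all 10 ways to part 3 and 3 libraries, and 100 of 200 relabellings for interactions. Simulated overlaps were drawn as in the self-test with no gene changed. Distances between libraries used log2 CPM of the 500 most variable genes.

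The raw reads, the authors' comparison of WT stimulated naive with WT anergic cells and the gene sets of the paper's enrichment plots were not analysed here.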

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

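The test of the distance to *Nr4a1*, *Nr4a3* and *Ptprc*, the neighbor tests and the Treg tests below were chosen after the results were seen.

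Genes whose genotype effect differed between stimulated and ex vivo naive cells numbered 1, *Gpr155* at −2.50. Between anergic and naive cells the number was 130. The differences were 3.35 for *Tdrp*, 4.57 for *Acvrl1*, 3.77 for *Lratd1*, 2.30 for *Chn2*, 3.26 for *Cxxc5*, −3.37 for *Ikzf4*, −3.21 for *Itgae*, −3.63 for *Foxp3*, −5.19 for *Penk* and −2.97 for *Gucy1a1*. Between anergic and stimulated naive cells the number was 162. The differences were 4.00 for *Sox4*, 3.54 for *Ms4a4c*, 3.35 for *Tdrp*, 3.85 for *Padi4*, 3.83 for *Sostdc1*, −3.78 for *Lrrc32*, −2.21 for *Cd55*, −2.90 for *Itgae*, −3.79 for *Atp6v0d2* and −2.24 for *Ecm1*. In naive cells ex vivo 32 genes differed between DKO and WT.

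WT libraries of chimera 12. The WT naive and WT stimulated libraries of chimera 12 stood at 184 and 206 on the first principal component, where the other 16 ran from −104 to 81.0. Reads on olfactory and vomeronasal receptor genes were fewest in these 2, which is part of the pattern and no evidence on its cause. Among genes with logCPM over 5 the median deviation of the WT naive library from its group was 0.158 on the log2 scale, inside the 0.0865 to 0.262 of the other 16 libraries, so its distance may lie in genes these cells hardly express, and why these had fewer reads stays open. For the WT stimulated library the same value was 0.343, outside that range. This goes against low-level reads alone as the whole cause. It is 1 value set beside 16, each taken from the other libraries of its group, so it does not exclude them. Sequencing depth is excluded for both, with total counts of 33078853 and 30800430. In olfactory and vomeronasal reads, only 1 of the other 4 libraries of chimera 12 fell below every library of chimeras 10 and 11. An effect of the animal on all its libraries is thus not seen in these reads. Both libraries hold cells of its WT naive gate, so an effect of the animal on these cells alone is not excluded.

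Positions of the 32 genes. Of the 32 genes that differed in naive cells, 7 lie within 10 Mb of *Nr4a1*, *Nr4a3* or *Ptprc*, where 10000 random sets had a median of 1 and at most 6 (permutation p = 1e-04, the smallest possible). A hypothesis is that strain or donor variants linked to the disrupted alleles or the congenic marker may change these genes, among them *Acvrl1*, *Smarcd1*, *Irak4* and *Ctse*. Of the other 25, 11 have another within 5 Mb (random median 4, highest 16, permutation p = 0.019), so variants elsewhere may add to them. Reads shared between overlapping or adjacent genes are excluded as the whole cause, since 15 genes had another 0.2 to 5 Mb away (random median 4, permutation p = 6e-04).

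Treg genes in anergic DKO cells. Of the called Treg genes, *Lrrc32* and *Itgae* are nearly restricted to WT anergic cells. Their log2 fold changes were −4.71 and −2.87, a median of −3.79, against −4.42 for *Foxp3*. If both were read in Tregs alone, fewer Tregs among the sorted DKO cells would place both within 2 standard errors of *Foxp3*. Of the 2, 1 lay there, too few genes to decide. They were chosen as low in naive and stimulated WT cells, not as restricted to Tregs, so this cannot decide either way. Fewer Tregs among the sorted DKO cells thus stays open. Whether this bears on genes outside the list, such as the higher anergy, cytokine and T follicular helper genes, was not tested. The paper found that Tregs in 1:5 chimeras came largely from the WT donors. The sort took CD25- cells, which the paper says leaves out a large fraction of FOXP3+ Tregs. Of the 11 called genes, *Ikzf4* and *Tnfrsf9* were also called lower in stimulated naive DKO cells, where *Foxp3* had 0.832 TPM in WT cells. Lower transcription outside Tregs may therefore contribute for these 2 genes. They were set apart after this result was seen, so their count is no test of it. Of the other 9 called genes, 0 were called lower in stimulated naive DKO cells, a count fixed by setting those 2 apart. In WT stimulated cells 4 of the 9 had 5 TPM or more. Lower transcription outside Tregs stays open for these 9.

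Splits of the libraries. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and in each of the following the real grouping was the 1 split with a count as large. The real counts and the highest of the other splits were 452 and 1 for DKO over WT anergic cells, 32 and 0 for naive cells, 73 and 0 for stimulated cells, 3318 and 0 for anergic over naive WT cells, 3182 and 0 for DKO cells, 4027 and 0 for stimulated over naive WT cells, 4757 and 0 for DKO cells, 684 and 0 for the PRGs, and 17 and 0 for the PRGs that differ between genotypes. Of 100 relabellings, 13 gave 1 or more genes for the interaction of genotype and stimulation (highest 13), so chance is not excluded for *Gpr155*. For anergic against naive cells 4 of 100 gave 130 or more (highest 161), a share under 0.05. Among the 17 relabellings that part as many pairs the highest was 137, above the real count, so against these alone chance is not excluded. For anergic against stimulated cells 2 of 100 gave 162 or more, the real grouping included, a share under 0.05. The highest of these was 498, several times the real count, while the 17 that part as many pairs gave at most 113. What gave the 498 was not tested. Genotype was relabelled in each population separately, so a relabelling can keep the real groups of a population. Such relabellings can hold part of the genotype effect, so the high counts in both interactions with anergic cells need not measure chance alone. For the lists tested by camera, 6 of 10 splits gave as many as the 11 in anergic cells (highest 15), 2 of 10 as many as the 13 in naive cells (highest 15) and 6 of 10 as many as the 8 in stimulated cells (highest 14).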

How the results depend on the processing

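Leaving out the WT naive and WT stimulated libraries of chimera 12, and TMM factors from genes with logCPM over 1, were chosen after the results were seen. The cause of the shifts below was not tested.

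Among the named genes, the chimera block changed no other call than that of *Cxcr3* in stimulated cells, which had 1.67 without the block (adjusted p = 0.128), and turned no sign but that of *Nr4a1* in naive cells, 0 without the block. Without the block the counts were 459 in anergic, 30 in naive and 78 in stimulated cells. In the simulated counts 12.5% of all genes changed by 1 were called in anergic cells, against 27.9% of those with logCPM over 1. Whether read depth causes this was not tested.

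The 452 genes of DKO over WT anergic cells were 679 with no low-count filter, 848 with logCPM over 1, 1619 with only the groups compared, 1036 by limma-trend, 129 to 2685 without 1 chimera, 1597 without the 2 WT libraries of chimera 12, 765 with TMM factors from genes with logCPM over 1 and 2800 at an unadjusted p under 0.05. The 32 genes in naive cells were 61 by DESeq2, 66 by the likelihood ratio test, 72 with no low-count filter, 16 with only the groups compared, 50 by limma-trend, 9 to 52 without 1 chimera and 1782 unadjusted. The 73 genes in stimulated cells were 144 by the likelihood ratio test, 132 with no low-count filter, 194 with logCPM over 1, 219 with only the groups compared, 255 by limma-trend, 24 to 190 without 1 chimera, 183 without the 2 WT libraries of chimera 12, 179 with TMM factors from genes with logCPM over 1 and 973 unadjusted.

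The 3318 genes of anergic over naive WT cells were 5563 by limma-trend and 1734 to 4165 without 1 chimera. The 3182 in DKO cells were 7542 with only the groups compared, 5503 by limma-trend, 1556 to 7819 without 1 chimera and 6299 without the 2 WT libraries of chimera 12. The 4027 of stimulated over naive WT cells were 6258 with logCPM over 1, 6325 by limma-trend, 1752 to 5119 without 1 chimera and 6067 with TMM factors from genes with logCPM over 1. The 4757 in DKO cells were 8338 with only the groups compared, 7333 by limma-trend, 2080 to 6486 without 1 chimera and 7829 without the 2 WT libraries of chimera 12.

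The interaction of genotype and stimulation, 1 gene, was 0 with RLE factors, 2 by DESeq2, 5 by the likelihood ratio test, 10 with no low-count filter, 3 with logCPM over 1, 0 with only the groups compared, 5 by limma-trend, 0 to 4 without 1 chimera, 3 without the 2 WT libraries of chimera 12 and 4 with TMM factors from genes with logCPM over 1. The 130 genes for anergic against naive cells were 284 by DESeq2, 283 by the likelihood ratio test, 488 with no low-count filter, 312 with logCPM over 1, 221 with only the groups compared, 402 by limma-trend, 12 to 941 without 1 chimera, 305 without the 2 WT libraries of chimera 12 and 260 with TMM factors from genes with logCPM over 1. The 162 for anergic against stimulated cells were 107 with RLE factors, 283 by the likelihood ratio test, 247 with no low-count filter, 348 with logCPM over 1, 413 by limma-trend, 24 to 657 without 1 chimera, 325 without the 2 WT libraries of chimera 12 and 304 with TMM factors from genes with logCPM over 1.

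The 684 PRGs were 453 with only the groups compared, 413 by limma-trend and 525 to 1035 without 1 chimera. The 17 that differ between genotypes were 37 by the likelihood ratio test, 47 with no low-count filter, 45 with logCPM over 1, 67 with only the groups compared, 38 by limma-trend, 8 to 67 without 1 chimera, 60 without the 2 WT libraries of chimera 12, 43 with TMM factors from genes with logCPM over 1 and 121 unadjusted. With an estimated correlation camera called 3, 0 and 0 lists in place of 11, 13 and 8 in anergic, naive and stimulated cells. The correlation of 0.504 between genotypes was 0.216 with no low-count filter, 0.297 to 0.530 without 1 chimera and 0.760 with logCPM over 1. The distance ratio of stimulated cells, 1.03, was 0.974 with the 2000 most variable genes and 0.961 on log2(TPM + 1).

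Signs turned for genes near 0 that did not pass the test. In anergic cells *Izumo1r* (−0.03) had 0.03 with RLE factors and by DESeq2, 0.02 with no low-count filter and 0 to 0.02 without chimera 11 or 10. *Nr4a1* (0.09) had −0.02 with logCPM over 1, 0 with only the groups compared, −0.15 by limma-trend and −0.03 with TMM factors from genes with logCPM over 1. *Nt5e* (0.02) had −0.1 with logCPM over 1 and with TMM factors from such genes, −0.08 with only the groups compared, −0.22 by limma-trend and −0.01 to 0.07 without 1 chimera. In naive cells *Nr4a1* (0.01) had −0.27 with RLE factors and by DESeq2, −0.17 with no low-count filter, −0.01 with only the groups compared and −0.17 to 0.16 without 1 chimera. *Nr4a2* (0.06) had −0.24 with RLE factors, −0.25 by DESeq2, −0.14 with no low-count filter, and −0.09 to 0.29 without 1 chimera.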

Differences from the paper's values

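The settings without the 2 WT libraries of chimera 12 and with TMM factors from genes with logCPM over 1 were chosen after the values had been seen. The supplement of the paper lists 2325 genes that differ in anergic cells at an unadjusted p under 0.05, against 2800 here, and 615 anergy-related genes at its thresholds, against 661 here. Neither pair is more than 1.5 times apart, and no error is given for them. The 2800 were 1362 without chimera 10, 1468 without chimera 11, 7223 without chimera 12, 4211 with no low-count filter, 6172 with only the groups compared, 4694 by limma-trend, 6835 without the 2 WT libraries of chimera 12 and 3497 with TMM factors from genes with logCPM over 1, each over 1.5 times from the supplement. The 38 log2 fold changes compared from it for DKO over WT anergic cells have the same direction and differ by at most 0.07, and the 42 for anergic over naive WT cells by at most 0.10. Read by eye from Fig. 9D, the *Il2* levels are about 2 TPM in WT and about 7 TPM in DKO anergic cells, against 2.21 and 7.18 here.

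The paper and its supplement define genes that differ between genotypes by an unadjusted p under 0.05. Of the genes named below as stated higher or lower, all but *Gata3* pass that threshold here. The statements on genes not expressed, on naive cells and on principal components come without a threshold.

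The paper states that *Pdcd1* is higher in DKO anergic cells, and also reports higher PD-1 protein there by flow staining. With adjustment the *Pdcd1* transcript passed under 8 of 15 settings, the likelihood ratio test, no low-count filter, logCPM over 1, only the groups compared, limma-trend, without chimera 12, without its 2 WT libraries and TMM factors from genes with logCPM over 1. The paper states that *Tbx21*, *Ifng*, *Gata3* and *Il4* are higher there. *Tbx21* passed with no low-count filter, only the groups compared, without chimera 12 and without its 2 WT libraries. *Ifng* passed by DESeq2 and the last 3 of these. *Il4* passed by these 4 and with RLE factors, the likelihood ratio test and no low-count filter. *Gata3* passed under 0 of 15. The paper states that *Il2* is higher in DKO anergic cells, and measured IL-2 protein separately in stimulated CD4+ T cells. The transcript passed under 8 of 15 settings, RLE factors, DESeq2, the likelihood ratio test, no low-count filter, logCPM over 1, only the groups compared, without chimera 12 and without its 2 WT libraries. The paper states that *Bcl2l11*, *Cblb*, *Dusp4* and *Tnfaip3* are lower in stimulated DKO cells. *Bcl2l11* and *Dusp4* passed only with the groups compared alone, *Cblb* only with logCPM over 1 and *Tnfaip3* only by limma-trend. The paper states that *Ccl4*, *Il2* and *Tnf* are higher in stimulated DKO cells. *Ccl4* and *Tnf* passed with no low-count filter, only the groups compared, without chimera 12 and without its 2 WT libraries, and *Il2* under the last 2. The paper states that *Foxp3*, *Ikzf4* and *Lrrc32* are not expressed in DKO anergic cells. They were far lower than in WT cells but were read in each DKO anergic library, and *Foxp3* and *Lrrc32* stood above DKO naive cells. The paper states that naive DKO cells do not express anergy genes. *Nrn1* passed there, and did not by DESeq2. The paper states that stimulated DKO and WT cells separate by principal components, less robustly than anergic cells do. The distance ratio, a different measure, was 1.03 in stimulated and 1.52 in anergic cells. The ratio of 1.03 did not exceed those of all other splits, and with the chimera effect removed it was 1.24, the highest of 10.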

Other observations

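The list results below were chosen for description after all lists had been tested.

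Of 19 genes of naive and quiescent T cells, 4 were higher and 0 lower in DKO than in WT anergic cells (8 higher when adjusted over the list alone). *Klf2*, which keeps T cells quiescent, rose from 43.5 ± 6.05 TPM (SD, n = 3 chimeras) to 157 ± 33.7 TPM (SD, n = 3; log2 fold change 2.05, standard error 0.27, adjusted p = 5.2e-05), *Tcf7*, which encodes TCF-1, by 1.22 (adjusted p = 0.0184), *Il7r* by 0.90 (adjusted p = 0.0443) and *Igfbp4* by 1.71 (adjusted p = 0.00160). The list moved up at the preset correlation (camera, adjusted p = 8.4e-09) but not with an estimated correlation (camera, adjusted p = 0.376). Of 15 BCL-2 family genes 1 was higher, the survival gene *Bcl2* itself (1.26, standard error 0.25, adjusted p = 0.00590), and 0 lower. Of 20 interferon genes 1 was higher, *Oasl2* (0.95, adjusted p = 0.0220), and 0 lower. Of 11 mitochondrial genes 1 was higher, *mt-Nd6* (0.90, adjusted p = 0.0230), and 0 lower (7 higher when adjusted over the list alone), and mitochondrial reads made up 0.536% to 0.663% of the DKO and 0.458% to 0.479% of the WT anergic libraries. By edgeR 0 of 14 glycolysis genes differed (6 higher and 1 lower unadjusted), 0 of 20 for cholesterol synthesis (4 higher unadjusted), 0 of 16 for ribosome biogenesis (2 higher unadjusted), 0 of 22 immediate early genes (4 higher unadjusted), and 0 of 20 for proliferation and 0 of 10 for stress response (0 unadjusted for each).

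Markers of other cells were few. Of 10 B cell genes 1 was higher in DKO anergic cells, *Pax5*, at 1.98 ± 0.501 against 0.726 ± 0.0766 TPM (SD, n = 3 each; 1.70, adjusted p = 0.0343), and of 5 γδ and NKT genes 1, *Trdc* (1.65, adjusted p = 0.0233). By edgeR 0 of 12 CD8 and NK genes (1 higher unadjusted), 0 of 12 myeloid (3 higher and 1 lower unadjusted), 0 of 10 antigen-presenting (1 higher and 1 lower unadjusted), 0 of 5 plasma cell (1 lower unadjusted), 0 of 3 red cell and 0 of 5 sex-linked genes (0 unadjusted for each) differed. In all 3 genotype comparisons 19 genes differed with the same sign, among them *Acan*, *Ahnak*, *Anxa2* and *Nrn1* (higher) and *Irak4*, *Rab4a*, *Lysmd2* and *Smarcd1* (lower). The comparisons of naive and stimulated cells share no library, and 10 higher and 17 lower genes were called in both. If the calls were unrelated, 0.00615 and 0.0320 would be. Both comparisons use the same 3 chimeras, donors and naive gate, so they are not independent, and a donor or linked variant would recur in both. *Irak4* and *Smarcd1* lie within 10 Mb of *Nr4a1*.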
